# Exercise training ameliorates myocardial phenotypes in heart failure with preserved ejection fraction by changing N6-methyladenosine modification in mice model

**DOI:** 10.3389/fcell.2022.954769

**Published:** 2022-09-02

**Authors:** Kai Liu, Wenhao Ju, Shengrong Ouyang, Zhuo Liu, Feng He, Jingyi hao, Hongyan Guan, Jianxin Wu

**Keywords:** HFPEF, m^6^A, apoptosis, FTO, myocardial energy metabolism

## Abstract

Heart failure with preserved ejection fraction (HFpEF) shows complicated and not clearly defined etiology and pathogenesis. Although no pharmacotherapeutics have improved the survival rate in HFpEF, exercise training has become an efficient intervention to improve functional outcomes. Here, we investigated N6-methyladenosine (m^6^A) RNA methylation modification in a “two-hit” mouse model with HFpEF and HFpEF with exercise (HFpEF + EXT). The manner of m^6^A in HFpEF and HFpEF + EXT hearts was explored *via* m^6^A-specific methylated RNA immunoprecipitation followed by high-throughput and RNA sequencing methods. A total amount of 3992 novel m^6^A peaks were spotted in HFpEF + EXT, and 426 differently methylated sites, including 371 hypermethylated and 55 hypomethylated m^6^A sites, were singled out for further analysis (fold change *>*2, *p <* 0.05). According to gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, unique m^6^A-modified transcripts in HFpEF + EXT were associated with apoptosis-related pathway and myocardial energy metabolism. HFpEF + EXT had higher total m^6^A levels and downregulated fat mass and obesity-related (FTO) protein levels. Overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy. Totally, m^6^A is a significant alternation of epitranscriptomic processes, which is also a potentially meaningful therapeutic target.

## Introduction

Heart failure (HF) with preserved ejection fraction (HFpEF) is a complicated clinical syndrome associated with poor quality of life, extensive utilization of medical resources and premature death (Dunlay et al., 2017; Mishra and Kass, 2021; Omote et al., 2022). HFpEF affects 50% of patients with HF worldwide and has been increasing in prevalence largely connected with the aging of the population (Mishra and Kass, 2021; Omote et al., 2022). HFpEF is an aging disease characterized by cardiac hypertrophy, myocardial interstitial fibers, and cardiac diastolic dysfunction (Prandi et al., 2022). Considering the complex pathogenesis of HFpEF, it is the most significant unmet medical need in cardiovascular disease (Mishra and Kass, 2021). Previous studies have suggested that HFpEF is a hemodynamic disorder characterized by hypertension, myocardial hypertrophy, myocardial fibrosis and diastolic dysfunction. However, current studies believe that HFpEF is a syndrome with abnormal function of multiple organs, including diseases caused by the comprehensive effects on the heart, lung, kidney, immunity, inflammation, metabolism and others (Figtree et al., 2021; Mishra and Kass, 2021; Omote et al., 2022; Prandi et al., 2022). Cardiac molecular and cellular mechanisms with HFpEF include cardiac hypertrophy, myocardial fibrosis, inflammation, cardiomyocyte sarcomere disfunction and mitochondrial and metabolic defects (Schiattarella et al., 2021a). However, the etiology and pathogenesis of HFpEF are unclear. At present, the effective treatment of HFpEF is very limited and cannot prevent the development of the disease. Urgent problems and effective solutions are needed.

Recent studies have shown that exercise training (EXT) is an important means of nonpharmacological intervention and prevention of cardiovascular diseases. EXT can improve exercise ability and quality of life, and is related to reducing the risk of hospitalization and cardiovascular death (Leggio et al., 2020; Jaconiano and Moreira-Gonçalves, 2022). However, its positive influence basically lacks a physiological explanation in HFpEF. In patients with heart failure with reduced ejection fraction (HFrEF), physical exercise is already a class I level A recommendation (Ho et al., 2019). Concerning HFpEF, systematic reviews and meta-analysis offer a high level of evidence that EXT is a safe and effective strategy improving upon peak VO_2_, 6 min walk, cardiorespiratory fitness, diastolic function, quality of life, and general health (Ismail et al., 2013; Dieberg et al., 2015; Fukuta et al., 2019). Another research supported that EXT significantly improves the exercise capacity and left ventricular diastolic function, indicating an improvement in ventricular stiffness and filling pressures (Edelmann et al., 2011; Fukuta et al., 2019). Nevertheless, this evidence is not consensual. Therefore, we use a new “two-hit” mouse model of HFpEF (Schiattarella et al., 2019; Schiattarella et al., 2021b), which simulates concomitant metabolic and hypertensive stress in mice to explore the effect mechanism of EXT on HFpEF.

Epigenetic regulation includes DNA methylation, histone modifications, and noncoding RNAs. Their important role in HFpEF has been widely researched, and the effect of RNA alternation on the control of gene expression in HFpEF will be clarified (Handy et al., 2011; Feil and Fraga, 2012; Poller et al., 2018; Zhang et al., 2021a; Hamdani et al., 2021). N6-methyladenosine (m^6^A) methylation is the most common internal mRNA alternation, which affects the metabolism of RNA throughout its life cycle (Wang et al., 2014a; Wang et al., 2014b; Alarcón et al., 2015). The latest evidence shows that m^6^A modification not only participates in normal biological processes, but also serves vital functions in the occurrence and progression of different heart diseases (Dorn et al., 2019; Mathiyalagan et al., 2019; Mo et al., 2019; Berulava et al., 2020; Gao et al., 2020; Krüger et al., 2020; Lin et al., 2020). But the reversal of myocardial dysfunction in HFpEF by EXT through m^6^A modification has not been studied.

The modification of m^6^A is related to different types of cardiovascular diseases, including cardiac fibrosis, cardiac hypertrophy, myocardial infarction, atherosclerosis, abdominal aortic aneurysm, heart failure and HFpEF (Dorn et al., 2019; Mathiyalagan et al., 2019; Berulava et al., 2020; Gao et al., 2020; Lin et al., 2020). Nevertheless, the transcriptome-wide distribution of m^6^A in HFpEF + EXT heart samples remains largely unknown. This research tried to clarify the m^6^A methylation profiles of heart tissue samples from HFpEF + EXT and control (HFpEF) mice and give evidence of highly diverse m^6^A-modified patterns in both groups. It is displayed that abnormal m^6^A RNA alternations in HFpEF + EXT samples are possible for modulating myocardial apoptosis and myocardial energy metabolism, close to the cardiac aging phenotype. Our outcomes offer evidence that exercise-induced m^6^A alternation is closely related to the pathogenesis of HFpEF in the new model and will promote further research on the potential drug targets of m^6^A alternation in the treatment of HFpEF.

## Materials and methods

### Animals

The contents of this study had been reviewed and approved by the ethics committee of Capital Institute of Pediatrics, whose approved license number was DWLL2019003. This study’s routines were all in accordance with corresponding ethical standards. C57BL/6J male mice were adopted for wild-type studies. All mice used in the trials were 8 weeks old (Schiattarella et al., 2019) and kept in cages at 24°C with a 12 h alternating light/dark cycle. The HFpEF model was constructed using mice with unrestricted access to HFD (High Fat Diet) food (D12492, Research Diet) and water for 16 weeks. N^ω^-nitro-l-arginine methyl ester (l-NAME) (0.5 g/L, Sigma-Aldrich) was added in the water, and the pH of the mixture was adjusted to 7.4. Mice in the control group were fed unlimited normal food and water. At the eighth week, mice began to do moderate-intensity running on a treadmill at a 10° gradient for 8 weeks (5 times a week, running for 5 days and rest for 2 days, with 5 min of running and 2 min of rest for 10 cycles, a total of 50 min of running and speed with 10 m/min). After the mice were euthanized, we collected hearts with 1.5 ml RNase-free centrifuge tubes, and stored them immediately at 4°C for 12 h. Samples were finally placed at −80°C for long-term storage to prevent RNA degradation.

### Echocardiographic assessment

At 28 weeks of age, cardiac function by echocardiography in all mice in a scrambled order was assessed with a VEVO 3100 instrument, by dedicated personnel. Anesthesia mice were induced by continuous inhalation using 2% isoflurane +2 L/min air flow rate. The probe was placed in the center of the heart to observe the short axis of the heart. Observe the long axis of the heart during the slitting and adjust the heart rate to maintain 415–460 beats/min. Coefficients gathered included: left ventricular end-diastolic diameter, left ventricular end-systolic diameter, heart rate, left ventricular shortening, LVEF, peak doppler flow velocity in early mitral valve diastolic, peak doppler flow velocity across late mitral valve diastolic. All measurements were averages of at least three beats.

### Western blotting and antibodies

Our western blotting assays were performed strictly following the standard protocols of our laboratory. Firstly, mouse heart tissues were ground using the tissue crusher with the tissue lysate, and lysates were prepared with RIPA lysis buffer from Beyotime Biotechnology, where protease inhibitor were added. Blots were screened using specific antibodies: GAPDH (5174, 1:10000; CST), Mettl3 (ab195352, 1:1000; Abcam), FTO (ab92821, 1:1000; Abcam), ALKBH5 (ab69325, 1:1000; Abcam), Mettl14 (HPA038002, 1:1000; Sigma), and m^6^A (ab208577, 1:500; Abcam).

### Histological analysis

Mouse hearts were fixed with freshly made 4% paraformaldehyde overnight, dehydrated by a dehydrator, embedded in paraffin, sliced by a paraffin slicer, 7 μm for each section, and stained with hematoxylin and eosin. Furthermore, we previously sectioned frozen heart tissue samples from mice at 7 μm slices, followed by incubation with wheat germ agglutinin (1:100) for 1 h in the dark, and finally washed three times with PBS. Cell nuclei were stained with DAPI (1:1000, 10 min) and washed thrice with PBS. Firstly, we dropped a water-soluble antifade mounting medium on the samples, then we covered the samples with glass cover slips, and finally we investigated the samples with a confocal microscope (Leica Sp8). Using the Image-Pro Plus 6.0 software to calculate the cross-sectional areas of cardiomyocytes. To detect fibrosis in the murine cardiac, we stained heart sections with the usual Masson’s trichrome procedure.

### Overexpression of fat mass and obesity-related

Empty adeno-associated virus (AAV-EV) and adeno-associated virus expressing FTO (AAV-FTO) were manufactured by Hanbio Biotechnology Ltd. (Shanghai, China). The viruses were under the control of a heart-specific *cTNT* promoter with an EGFP tag. The virus titer we used to do the experiment was approximately 1 × 10^12^ V g/ml. At 8 weeks, we injected 120 μL of AAV-EV and AAV-FTO viruses *via* tail vein for each mouse.

### m^6^A dot blot assay

We extracted total RNA from experimental mouse hearts with Trizol (Invitrogen). Total RNA was diluted to 1000 ng/μL and denaturated for 3 min at 95°C to break the RNA secondary structure into single strands. Immediately placed on ice to prevent the re-formation of RNA secondary structures. 2 μL RNA was directly dropped onto the Hybond-N+ membrane (GE Healthcare) and incubated at 80°C using an 80°C hybridizer for 1 h. Uncrosslinked RNA was washed with PBS with 0.01% Tween-20 for 5 min. We incubated membranes with anti-m^6^A antibody (1: 500 in PBS with 0.01% Tween-20) at 4°C for 12 h after blocking with 5% skim milk (in PBS with 0.01% Tween-20) for 1 h. We used horseradish peroxidase-conjugated anti-rabbit IgG secondary antibody to treat membranes for 1 h at room temperature, and rinsed 4 times for 10 min each with PBS followed by chemiluminescence development. To ensure that repeated dots contained the same amount of total RNA, methylene blue staining was utilized.

### MeRIP-seq

After three mice in HFpEF and HFpEF + EXT groups were euthanized, the total RNA samples were extracted from heart tissue specimens and quantitatively analyzed applying the NanoDrop ND-1000 (Thermo Fisher Scientific, MA, United States). Next, 20 μg total RNA was collected for interruption and purification to obtain the product after fragmentation treatment, and the Zymo RNA Clean and Concentrator-5 kit was used for the purification and recovery of the fragmented RNA. The resulting product was added with anti-m^6^A antibody (Sigma-Aldrich: ABE572), protein A-magnetic beads (Invitrogen: 10002D), protein G-magnetic beads (Invitrogen: 10004D); mixed; and incubated overnight. The mixture was subjected to magnetic separation. The supernatant was collected and added with 5× precipitation buffer and RNA enzyme inhibitor, and the mixture was reacted at 4°C for 1–3 h, washed 2–3 times with low-salt precipitation buffer, and washed 2–3 times with high-salt buffer. The RNA was extracted from chloroform lysate to obtain the purified product. Ribosomal RNA removed the obtained products, and the SMART principle synthesized the first-strand cDNA. We amplified enriched library fragments by PCR and purified the library fragments by magnetic beads with DNA to obtain an RNA methylation m^6^A detection library. Finally, we employed the bioptic qsep100 analyzer to quality check the libraries. The NovaSeq high-throughput sequencing platform and PE150 sequencing mode were adopted for sequencing.

Adapters and filters were trimed with the Cutadapt (v2.5) for sequences, and the Hisat2 aligner (v2.1.0) was adopted to align remaining reads to the human Ensemble genome GRCh38 (mouse Ensemble genome GRCm38). The exomePeak R package was adopted to identify differential m^6^A peaks. We used the clusterProfiler R package (v3.6.0) for GO and KEGG analyses. And we used the Guitar R package (v1.16.0) to visualize m^6^A-RNA-related genomic features. We subjected m^6^A peaks with *p* value <0.05 for the *de novo* motif analysis with homer (v4.10.4).

### RNA-seq

Total RNA samples were taken from heart tissue specimens after three mice in the HFpEF and HFpEF + EXT groups were euthanized. Trimming adapters and filtering for sequences was done with Cutadapt (v2.5), and the Hisat2 aligner (v2.1.0) was adopted to align the remaining reads to the human Ensemble genome GRCh38 (mouse Ensemble genome GRCm38). The feature Counts were used to determine the reads that mapped the genome (v1.6.3). Differential gene expression analysis was made with the DESeq2 R-package.

### Single-base elongation and ligation-based qPCR amplification method validation

The Single-base elongation and ligation-based qPCR amplification method (SELECT) assay was used to monitor site-specific m^6^A levels, as previously described (Xiao et al., 2018). Briefly, total RNA (2 μg) was combined with 1 μL of dNTP, 2 μL of 10 × CutSmart buffer, and 2 μL of every 400 nmol/L up and down primer (Table.1). RNA free water to the final volume 17 μL. The combination of RNA and primers was annealed at the following temperatures: 90°C for 1 min, 80°C for 1 min, 70°C for 1 min, 60°C for 1 min, 50°C for 1 min, and 40°C for 6 min. Then add 3 μL solution with 0.01 U DNA polymerase, 0.5 U SplintR ligase and 10 nmol ATP. After incubation at 40°C for 20 min and 80°C for 20 min, template abundance was quantified by taking 2 μL of reaction solution for real-time qPCR analysis.

**TABLE 1:** The gene-specific SELECT-PCR primers used were as follows.

Gene	Forward and reverse primer
Fas_	tag​cca​gta​ccg​tag​tgc​gtg​ACA​GCC​CAG​ATC​CAC​AGC​ATG
	5phos/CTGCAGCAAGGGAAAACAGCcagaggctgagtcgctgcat
Capn2	tag​cca​gta​ccg​tag​tgc​gtg​CCC​CTC​GGC​CGC​TTC​GCG​G
	5phos/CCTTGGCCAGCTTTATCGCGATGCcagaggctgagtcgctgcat
Casp12	tag​cca​gta​ccg​tag​tgc​gtg​GTC​ATC​AAA​AAC​CCC​ATC​CAG​CAT​G
	5phos/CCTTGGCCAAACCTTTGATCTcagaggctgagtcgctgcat
Mef2a	tag​cca​gta​ccg​tag​tgc​gtg​GCT​GCT​GGA​GCT​GCT​CAG​ACT​G
	5phos/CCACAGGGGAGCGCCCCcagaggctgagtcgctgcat
Casp7	tag​cca​gta​ccg​tag​tgc​gtg​GAG​CCT​GGC​TCC​AAT​CAC​CAT​AG
	5phos/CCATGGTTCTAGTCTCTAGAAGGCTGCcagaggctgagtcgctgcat
Jun	tag​cca​gta​ccg​tag​tgc​gtg​CCC​GGC​CAC​TTG​TTA​CCG​G
	5phos/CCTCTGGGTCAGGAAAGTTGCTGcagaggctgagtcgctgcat
Pdia3	tag​cca​gta​ccg​tag​tgc​gtg​TGG​TTT​TGC​CTT​CTC​TGG​TGT​AAG​AG
	5phos/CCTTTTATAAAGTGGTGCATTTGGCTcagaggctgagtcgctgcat
Tnnt2	tag​cca​gta​ccg​tag​tgc​gtg​GAC​TGC​ACA​CAG​GTC​TTG​AGG​TAT​CTG
	5phos/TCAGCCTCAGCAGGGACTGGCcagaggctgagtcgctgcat
Adrb1	tag​cca​gta​ccg​tag​tgc​gtg​CGT​CCA​GGC​TCG​AAT​CGC​TG
	5phos/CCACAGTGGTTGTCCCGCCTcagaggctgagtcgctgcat
Agtr1a	tag​cca​gta​ccg​tag​tgc​gtg​GTC​CTT​TGG​TCG​TGA​GCC​ATT​TAG
	5phos/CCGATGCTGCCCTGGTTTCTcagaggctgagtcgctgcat

### Real-time PCR (RT-PCR)

We picked 10 genes with differentially methylated sites based on MeRIP-seq, and tested these genes with Real-time PCR using SYBR-green and standard amplification protocols. The ΔΔCt technique was used to calculate expression levels. Table 2 shows the primer sequences.

**TABLE 2:** The gene-specific PCR primers used were as follows.

Gene	Forward and reverse primer
Fas	F: 5′-AAC​ATG​GAA​CCC​TTG​AGC​CA-3′
	R:5′ AGG​CGA​TTT​CTG​GGA​CTT​TGT 3′
Caspase-12	F:5′ -TGC​GAG​TTT​CAT​CCT​GAA​CAA​GGC​TG 3′
	R:5′ -AAC​ACC​AGG​AAT​GTG​CTG​TCT​GAG​GAC​T 3′
Mef2a	F:5′ GGTGGTGGCAGTCTTG 3′
	R:5′ TATCCTTTGGGCATTCA 3′
Jun	F:5′ CGC​ACG​CTC​CTA​AAC​AAA​CT 3′
	R:5′ GTC​ATA​GAA​CGG​TCC​GTC​ACT​T 3′
Tnnt2	F:5′ GCCCACATGCCTGCTT 3′
	R:5′ CACCTCCTCGGCGTCA 3′
Agtr1a	F:5′ CTG​AGG​TGG​AGT​GAC​AGG​TT 3′
	R:5′ TTT​GGT​CGT​GAG​CCA​TTT​A 3′

### Exercise exhaustion test

After 3 days of treadmill adaptation, experimental mice were tested for fatigue. Mice ran upward (20°) on a treadmill at a warm-up rate of 5 m/min for 4 min, which was grown to 14 m/min for 2 min. Subsequently, the speed was grown by 2 m/min every 2 min until the mice were exhausted. Exhaustion was defined as the inability of the mouse to resume running within 10 s of direct contact with the electrical stimulus net. While measuring the running time, the running distance was calculated.

### Transferase-mediated dUTP nick-end labeling

TUNEL experiments were made with the *In Situ* Cell Death Detection Kit (Cat. No.11684795910, Roche). The tissue section was fixed with fixation solution (4% paraformaldehyde in PBS, pH 7.4, freshly prepared) for 20 min at +15°C to +25°C and washed for 30 min with PBS. The 2-minute incubation of slides was made in permeabilization solution (0.1% Triton X-100, 0.1% sodium citrate, freshly prepared) on ice. Next, slides were added with 50 μL TUNEL reaction mixture and incubated in a humidified atmosphere for 60 min at +37°C in the dark. Finally, samples were directly analyzed under a confocal microscope.

### Transmission electron microscopy

Mouse hearts were fixed in 2.5% cacodylate buffer with glutaraldehyde, embedded with 2% agarose, fixed in 1% osmium tetroxide buffer, stained in 2% uranyl acetate, dehydrated with ethanol, embedded in resin, sliced by an ultrafine slicing machine, and stained with 2% uranyl acetate and lead citrate. Images for experimental use were obtained on the FEI Tecnai G2 Spirit electron microscope equipped with LaB6.

### Statistical analysis

All data for all experiments are from three or more independent experimental manipulations and are shown as mean ± SEM. The GraphPad Prism 6.0 program was used to conduct the statistical analysis. Differences with two groups were used two tailed unpaired Student’s t-test analysis and three or more groups were analyzed with a one- or two-way analysis of variance. Differences with a significance level of *p* < 0.05 were of statistical significance.

## Results

### Exercise reverses heart failure with preserved ejection fraction phenotypes by suppressing myocardial fibrosis and improving cardiac dysfunction with the changes in global m^6^A levels

In our study, HFpEF + EXT mice evidently ameliorated myocardial fibrosis and myocardial hypertrophy compared with the control (Figures 1A,B) and had evidently decreased heart weight to tibia length proportions (HW/TL, *n* = 6, *p* = 0.0005; Figure 1B). Furthermore, EXT clearly ameliorated myocardial interstitial fibrosis (*n* = 6, *p* < 0.0001; Figures 1A,C) and markedly reduced the cardiomyocyte cross-sectional region (*n* = 6, *p* < 0.0001; Figures 1A,F). In order to prove the improvement of cardiac function in mice, we performed serial echocardiography in HFpEF + EXT mice. Longitudinal echocardiographic evaluation revealed the persistent preservation of LVEF in all groups (*n* = 6, ns; Figures 1D,E), coupled with significant alterations in degrees of diastolic dysfunction and left ventricular filling pressure in mice exposed to the EXT (*n* = 6, *p* < 0.0001; Figures 1G,H). Consistent with the increase of filling pressures reported in the literature, mice exposed to EXT specifically exhibited a significant decrease in lung weight to tibia length ratios (LW/TL, *n* = 6, *p* < 0.0001; Figure 1I), indicating improvement in pulmonary function. Furthermore, the running distance was further in HFpEF + EXT mice compared with HFpEF mice (*n* = 6, *p* < 0.0001; Figure 1J). Overall, these data demonstrated that EXT reversed HFpEF phenotypes by suppressing myocardial fibrosis and improving cardiac dysfunction.

**FIGURE 1:**
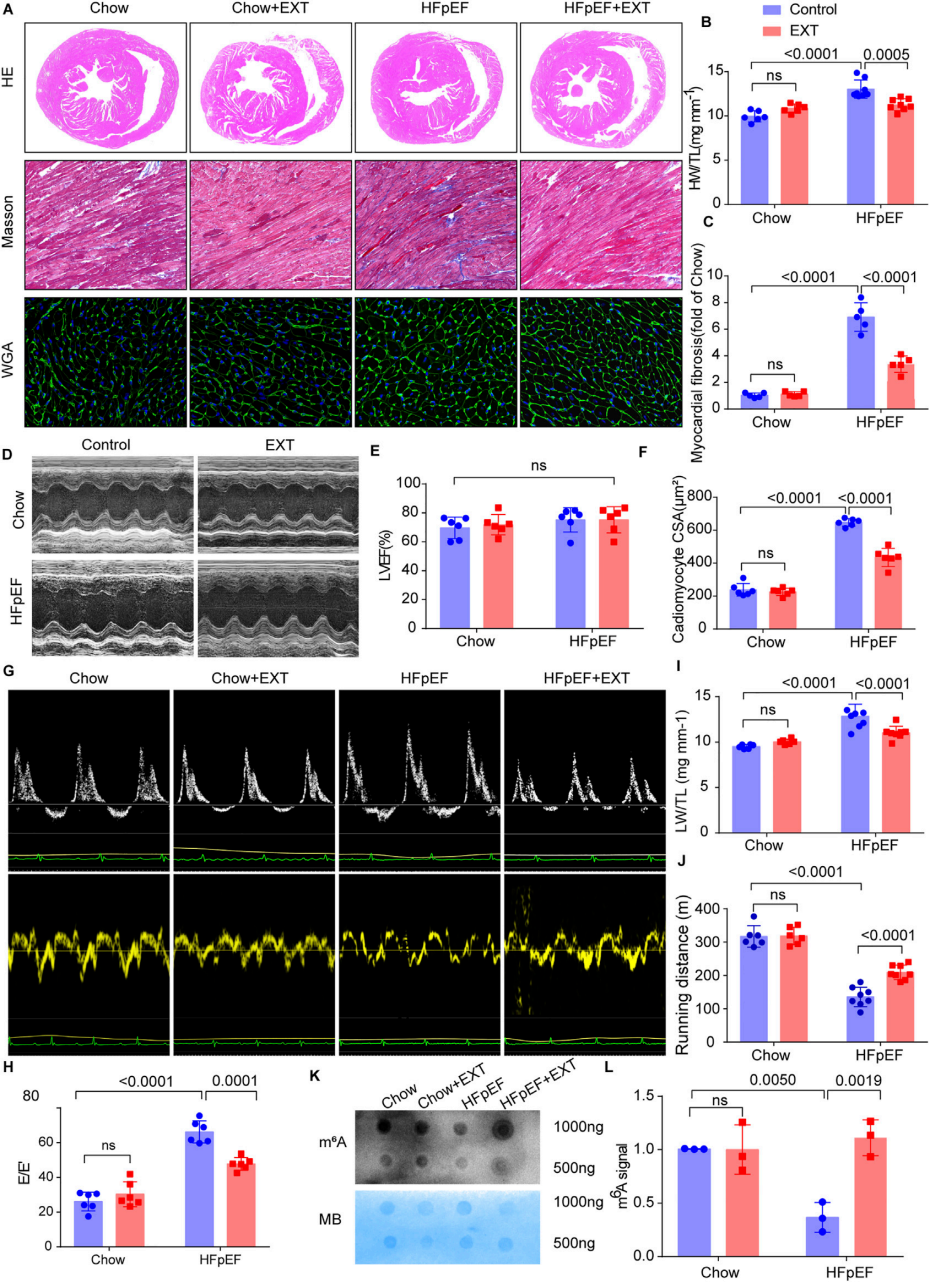
Exercise training reverses HFpEF phenotypes by suppressing myocardial fibrosis and improving cardiac dysfunction with the changes in global m^6^A levels. **(A)** Gross morphology of hearts stained with HE, cardiac fibrosis stained with Masson, and cardiomyocyte area stained with wheat germ agglutinin (WGA). Scale bar = 1 mm with HE, 100 μm with Masson, and 50 μm with WGA. **(B)** Proportion of heart weight to tibia length (*n* = 6 mice per group). **(C)** Quantitative analysis of cardiac fibrosis (*n* = 6 mice per group). **(D)** Representative M-mode echocardiography images. **(E)** Left ventricular ejection fraction (LVEF) (*n* = 6 mice per group). **(F)** Quantitative analysis of cardiomyocyte area (*n* = 6 mice per group). **(G,H)** Representative Doppler echocardiography images and E/E′ ratio (*n* = 6 mice per group). **(I)** Ratio of lung weight to tibia length (*n* = 6 mice per group). **(J)** Running distance during exercise exhaustion test (*n* = 6 mice per group). **(K,L)** Representative dot blot showing global m^6^A modification levels in hearts and methylene blue (MB) staining and quantification of global m^6^A modification levels (*n* = 3 mice per group). Data are mean ± SEM, with all individual data points plotted. Two-way ANOVA and Tukey’s multiple comparison test were used. Numbers above square brackets show significant *p* values.

The global m^6^A level is an important feature of m^6^A modification. Therefore, the global m^6^A levels of mouse hearts in different groups were detected. Dot blot examination of cardiac samples from separate groups revealed that HFpEF + EXT mice had higher total m^6^A levels than HFpEF mice. (Figures 1K,L, *p =* 0.0019). Next, we performed transcriptome-wide MeRIP-seq and mRNA-Seq to analyze the effect of EXT on the m^6^A methylation of HFpEF.

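MeRIP-seq sequences RNA fragments recovered with an anti-m6A antibody (IP) beside fragments of the same RNA that were not immunoprecipitated (input), and a region with more IP than input reads is called as an m6A peak. Hearts of 3 HFpEF mice and 3 HFpEF + EXT mice gave an IP and an input library each, 12 libraries in all. Both groups received a high-fat diet and L-NAME (0.5 g/l) for 16 weeks from 8 weeks of age, and the HFpEF + EXT mice also ran on a treadmill for 8 weeks, in 5 sessions a week of 50 min at 10 m/min. The authors trimmed the reads with Cutadapt 2.5, aligned them to mouse GRCm38 with Hisat2 2.1.0, and called and compared peaks with exomePeak, which pools the libraries of a group. The authors' deposited table holds 22955 m6A sites on transcripts of 11111 protein-coding genes. Each site has a position, a gene, a region, a fold enrichment of IP over input with the p-value of the peak call, and a log2 fold change of methylation (HFpEF + EXT over HFpEF) with its p-value and FDR. There is 1 value per site for the whole comparison and none per library. The spread between mice and the read depth behind each site are therefore unknown here, and no replicate error accompanies the values. The gene median was 2 sites, 4717 genes had 1 site and Ttn had 40. Of the sites, 14335 were a single block and 8620 were spliced from 2 or more blocks, with a median length of 301 bases (range 108 to 6295). Fold enrichment in the authors' deposited table had a median of 5.40 (quartiles 2.8 and 11), and 599 sites had a peak FDR above 0.05. A site was counted as hypermethylated or hypomethylated when the authors' fold change was above 2 in that direction with a p-value below 0.05. Gene structures and sequences were taken from GENCODE M21 and GRCm38, in which 11095 of the gene identifiers were found. All coordinates are on GRCm38, counted from 1.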

### Exercise training demonstrates differential m^6^A modification patterns in heart failure with preserved ejection fraction mouse hearts

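The log2 fold change of methylation between HFpEF + EXT and HFpEF hearts had a median of -0.020 over the sites of the authors' deposited table, with quartiles of -0.33 and 0.36. It ran from -1.12 at the 5th percentile to 1.17 at the 95th. Methylation was higher in HFpEF + EXT at 47.7% of the sites and lower at 51.3%. Enrichment is scaled for library size, so this balance says nothing about the total m6A level in the paper's dot blot. A change of more than 2-fold in either direction was listed for 2871 sites (12.5%), of which 2093 had a p-value of 0.05 or more in the authors' deposited table. The authors' FDR was below 0.05 at 2528 sites (11%). The median absolute log2 fold change of these was 0.525, and 16.7% of them changed more than 2-fold. The largest increases with an FDR below 0.05 in the authors' deposited table were at Gapdh (chromosome 6, 125163302 to 125163601, log2 fold change 6.90) and Hmgn2 (chromosome 4, 133965968 to 133967159, 4.97). Ydjc (chromosome 16, 17160044 to 17160372), Cd300ld4 (chromosome 11, 115024623 to 115026953) and Trim5 (chromosome 7, 104279732 to 104288094) came next in the authors' deposited table, with log2 fold changes of 4.85, 4.64 and 4.36. The largest decreases in the authors' deposited table were at Cd300ld5 (chromosome 11, 115033512 to 115035263, log2 fold change -8.28) and Rpl30 (chromosome 15, 34440535 to 34440744, -4.55). 1700047I17Rik2 (chromosome 12, 55205754 to 55212255), Srp54b (chromosome 12, 55230496 to 55239384) and Ptges3 (chromosome 10, 128072350 to 128076104) followed in the authors' deposited table, with log2 fold changes of -3.23, -3.07 and -3.01. GENCODE M21 gives the identifier of Srp54b the symbol Srp54c. Among these 10 sites, a copy of at least 95% identity elsewhere in the genome was found only for that of Ptges3. The search joined the blocks of a spliced site, so it could miss copies with introns between the blocks. Copies of the spliced sites of Cd300ld4, Cd300ld5, 1700047I17Rik2 and Srp54b are therefore not excluded. The FDR of the 10 sites lay between 1e-171 (Hmgn2) and 0.0302 (Cd300ld4) in the authors' deposited table.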

HFpEF + EXT mouse hearts had specific m^6^A alternation patterns which were different from those of HFpEF mouse heart samples. We found 26401 m^6^A peaks, corresponding to 13832 gene transcripts in the HFpEF + EXT group by the model-based analysis through exomePeak v2.13.2 (Figures 2A,B). In the HFpEF group, 27085 m^6^A peaks, representing 14122 gene transcripts (Figures 2A,B), were confirmed. Compared with the HFpEF group, HFpEF + EXT hearts had 3992 novel peaks, and 4676 peaks were absent. This result indicated that the global m^6^A alternation types in the HFpEF + EXT group were different from those in the HFpEF group (Figure 2B). 

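The sequence of each site, read on the strand of its transcript, was searched for GGACU, for GGAC followed by any base, and for RRACH (R is A or G, and H is A, C or U). Of the 22946 sites on the assembled chromosomes, 43.8% held at least 1 GGACU (Wilson 95% interval 43.2 to 44.5). Read on the opposite strand, 32.1% of the same sequences held it (31.5 to 32.7). With the bases of each site shuffled, the share was 31.4% (30.8 to 32.0). The intervals cover counting error only, since sites are not replicates. GGAC was held by 78.7% of the sites, against 66.1% on the opposite strand but 73.3% with shuffled bases, so its excess was smaller against the shuffled control. The excess over the opposite strand was 11.7 percentage points for GGACU and 12.6 for GGAC. RRACH moved it most, to 3.24 points, with 96.0% of the sites and 92.8% of the opposite strands holding that less specific pattern. Among hypomethylated sites, 50.8% held GGACU (43.8 to 57.7) against 27.9% on the opposite strand (22.1 to 34.6). Among hypermethylated sites the shares were 22.4% (19.2 to 26.0) and 19.5% (16.5 to 22.9), and these intervals overlap. The hypomethylated sites were longer (median 331 bases) than the hypermethylated sites (median 211 bases), and the difference in motif share between them was not tested.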

We identified a map of m^6^A methylation using the MEME-ChIP software and confirmed the top consensus motif in m^6^A peaks as GGACU (Figure 2C). The GGACU was parallel to the previously confirmed RRACH motif (where R = G or A; A = m^6^A, and H = U, A, or C) (Dominissini et al., 2012; Meyer et al., 2012).

**FIGURE 2:**
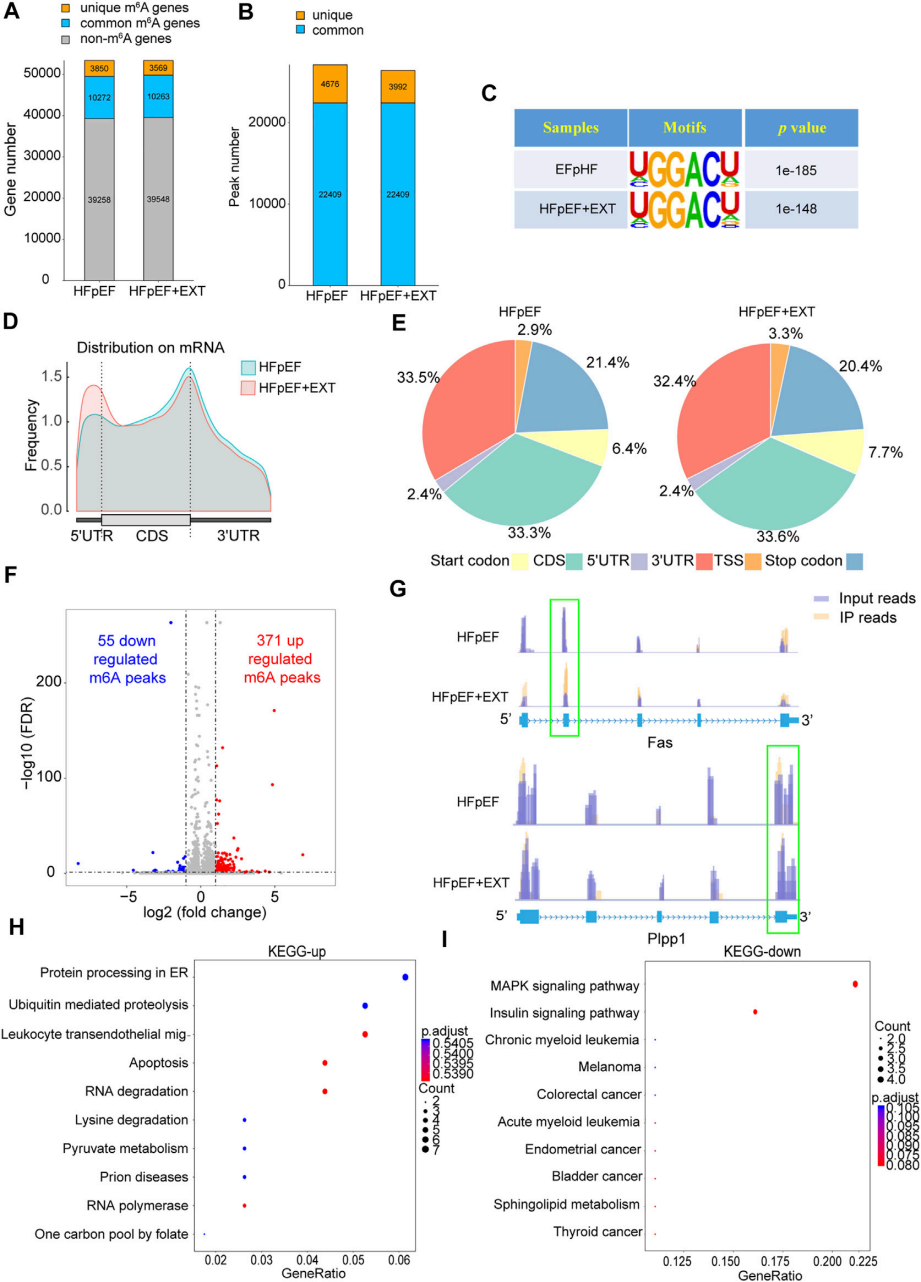
Exercise training demonstrates differential m^6^A modification patterns in HFpEF mouse hearts. **(A,B)** Summary of genes with identified m6A modification present at m^6^A-seq. **(C)** Sequence logo standing for the consensus motif identified by Discriminative Regular Expression Motif Elicitation in the two groups.**(D)** Distribution of N6-methyladenosine peaks across the length of mRNAs in two groups.**(E)** Venn diagram showing distribution of m^6^A peaks in the indicated regions in HFpEF and HFpEF + EXT groups.**(F)** Identification of 371 hypermethylated and 55 hypomethylated m^6^A peaks.**(G)** N6-methyladenosine abundance in Fas and Plpp1 mRNA transcripts in HFpEF and HFpEF + EXT samples **(H,I)** The top 10 enriched pathways terms from MeRIR-seq for upregulated and downregulated m^6^A peaks. Leukocyte transendothelial mig-: Leukocyte transendothelial migration.

We found that m^6^A peak in the HEpEF + EXT group was mainly increased in the 5′ untranslated region (5′ UTR) and decreased in the 3′ untranslated region (3′ UTR) compared with the HFpEF group. 

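By the region given in the authors' deposited table, the 3496 sites in the 5' UTR had a median log2 fold change of 0.33, and 71.1% of them were higher in HFpEF + EXT. The 7042 sites in the 3' UTR had a median of -0.0995, with 41.0% higher. The 9760 CDS sites lay between them, at a median of -0.066 with 43.2% higher. The median of the 5' UTR sites exceeded that of the CDS and 3' UTR sites together by 0.41 on the log2 scale (95% interval 0.39 to 0.44 from 1000 resamples of genes). Among matching on GC content, fold enrichment or length and the comparison within genes, GC content moved this difference most, to 0.34. In the 1493 genes with a site in both UTRs, the 5' UTR site was higher than the 3' UTR site by a median of 0.38 (0.34 to 0.43), and it was higher in 70.5% of these genes. The change also varied with the distance of a site from the start of its transcript in GENCODE M21. The 2702 sites of the 5' UTR that covered the first base of a transcript had a median of 0.37, and the 411 that lay more than 200 bases from it had a median of 0.094. CDS sites centred in the first 100 bases of the transcript (317 sites) had a median of 0.48, and those between 400 and 800 bases (1944 sites) had a median of -0.081. Compared at the same distance, 5' UTR sites differed from CDS sites by -0.034 in the first 200 bases (-0.087 to 0.028) and by an average of 0.14 between 200 and 800 bases (0.094 to 0.20), where the farthest bins had no such excess. A site went to the region with most of its bases, and 1993 CDS sites also covered a transcript start. Near the start, CDS sites can therefore hold 5' UTR bases too, so the small difference there cannot separate distance from region. Over the whole 800 bases, in wider bins, the excess over CDS sites was 0.25 unmatched and 0.024 matched on distance (-0.011 to 0.076). The matched comparisons and the one within genes were chosen after the region medians were known.

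**Figure D1:**
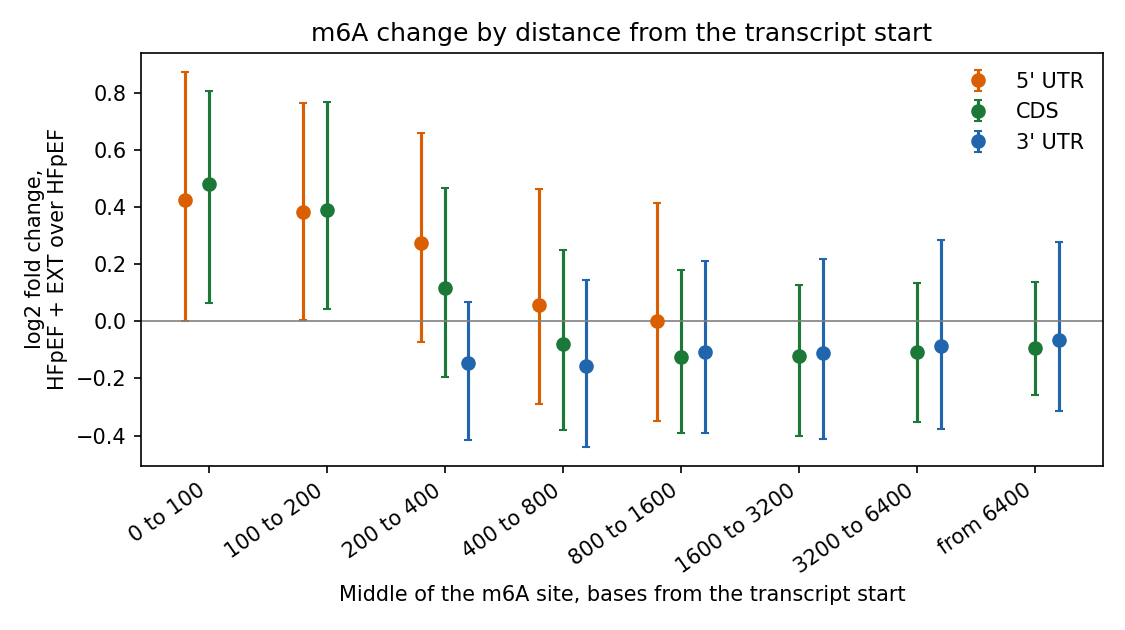
Log2 fold change of methylation (HFpEF + EXT over HFpEF, from the authors' deposited table) on the vertical axis against the distance in bases between the middle of the m6A site and the start of its transcript. Points are medians and bars run from the lower to the upper quartile of the sites, by region in GENCODE M21. The 5' UTR and CDS medians start at 0.43 and 0.48 in the first 100 bases, and from 800 bases on the medians of all regions lie at or below 0.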

(Figure 2D). According to their precise positions in RNA transcripts, we categorized the total and unique m^6^A peaks in HFpEF + EXT and HFpEF whole-transcriptome data into 5′ UTR, transcription start site region, coding sequence (CDS), stop codon, and 3′ UTR. Our results showed that the enrichment of m^6^A peak was mainly concentrated in the region near CDS, 3′ UTR, and stop codon vicinity regions (Figure 2E), which was similar to previous m^6^A-seq results (Dominissini et al., 2012). HFpEF + EXT-specific m^6^A peak distributional patterns showed a different style from HFpEF-specific peaks, and which was with a relative increase in CDS, TSS and Start codon regions (33.3% vs. 33.6%, 3.3% vs 2.9%; 7.7% vs. 6.4%; Figure 2E) and a relative decrease in Stop codon and 3′ UTR, (20.4% vs. 21.4%, 32.4% vs. 33.5%; Figure 2E).

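In the authors' deposited table, 42.5% of the sites were in the CDS (Wilson 95% interval 41.9 to 43.2), 30.7% in the 3' UTR (30.1 to 31.3) and 15.2% in the 5' UTR (14.8 to 15.7). Another 2607 sites (11.4%) were listed as exon, 28 as start codon and 22 as stop codon in the authors' deposited table. A region was also assigned from GENCODE M21, by the part of the transcript that held most bases of the site, for the 22523 sites with a base in a coding transcript. This gave 51.0% in the CDS, 32.0% in the 3' UTR and 17.0% in the 5' UTR. The middle of 4707 sites (20.9%, 20.4 to 21.4) lay within 200 bases of the stop codon, with a median log2 fold change of -0.12 between the groups. A similar number, 4735 sites (21%, 20.5 to 21.6), covered the first base of an annotated transcript, with a median log2 fold change of 0.26. Median fold enrichment was 6.22 in the CDS, 6.16 in the 3' UTR and 3.75 in the 5' UTR. The table merges the peaks of both groups, so these shares are not separate for HFpEF and HFpEF + EXT.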

### Kyoto encyclopedia of genes and genomes pathways enriched for differential m^6^A methylation transcripts in heart failure with preserved ejection fraction + Exercise training group are mainly concentrated in apoptosis, RNA degradation, and MAPK signaling pathways

Differential methylation transcripts were identified and analyzed using GO and KEGG pathway analyses. By comparing the abundance of m^6^A peaks between HFpEF + EXT and HFpEF samples, we found that there were 22409 m^6^A peaks in both samples. We detected a total of 426 differentially methylated sites and took them as the research target for further research. Among these differentially methylated sites, 371 hypermethylated and 55 hypomethylated m^6^A sites were observed in the HFpEF + EXT group compared with HFpEF (fold change [FC] *>* 2, *p <* 0.05; Figure 2F). 

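With a fold change above 2 and a p-value below 0.05, the authors' deposited table held 581 hypermethylated sites in 577 genes and 197 hypomethylated sites in 196 genes. Both kinds of site occurred in 6 genes. Hypermethylated sites made up 74.7% of the 778 differentially methylated sites (Wilson 95% interval 71.5 to 77.6). Leaving out the fold change threshold raised these counts to 2316 hypermethylated and 2327 hypomethylated sites in the authors' deposited table, and a fold change above 4 lowered them to 64 and 43 in the authors' deposited table. The authors' FDR below 0.05 in place of the p-value gave 367 hypermethylated and 54 hypomethylated sites in the authors' deposited table, a hypermethylated share of 87.2% (83.6 to 90.0). The median log2 fold change was 1.28 at the hypermethylated and -1.35 at the hypomethylated sites. Median fold enrichment was 2.61 at hypermethylated, 6.33 at hypomethylated and 5.43 at the other sites. Among the 2298 sites with the lowest fold enrichment (at most 1.93), 139 were hypermethylated and 16 hypomethylated in the authors' deposited table. Among the 2256 with the highest (above 19.9), the corresponding numbers in the authors' deposited table were 8 and 25.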

When we analyzed the differentially methylated places in both groups using the Integrative Genomics Viewer software, we found that there was significantly altered intensity in the HFpEF + EXT group. Figure 2G showed the representative m^6^A-methylated mRNA peaks in the Fas/APO-1 receptors (*Fas*) and phospholipid phosphatase-1 (*Plpp1*) genes, which were the sites with reduced and grown m^6^A levels, respectively.

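Fas (ENSMUSG00000024778) lies on chromosome 19 from 34290666 to 34327772 on the forward strand and encodes a receptor that triggers apoptosis. Its first site, from 34290659 to 34309091, had a log2 fold change of 1.66 (p = 5.01e-18, FDR = 6.31e-16) and a fold enrichment of 1.79 in the authors' deposited table. This site was hypermethylated in HFpEF + EXT. Its second site, in the 3' UTR from 34327003 to 34327711, had a log2 fold change of -0.46 (p = 0.0692) and a fold enrichment of 6.94 in the authors' deposited table, and met neither threshold. Plpp1 (ENSMUSG00000021759) lies on chromosome 13 from 112800792 to 112867894 on the forward strand and encodes a lipid phosphatase. Its 3' UTR site from 112867598 to 112867864 had a log2 fold change of -1.10 (p = 4.07e-06, FDR = 0.000105) in the authors' deposited table and was hypomethylated. That site shares 240 bases with a site of Skiv2l2 on the opposite strand, whose log2 fold change was -1.16 in the authors' deposited table. Skiv2l2 was named here after its values were seen. At the 5' end of Plpp1, a site in exon 1 from 112800792 to 112800970 had a log2 fold change of 0.86 (p = 5.75e-05) in the authors' deposited table, below the fold change threshold.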

In order to explore the potential biological significance of exercise-related m^6^A methylation changes in HFpEF, we performed the GO analysis of differentially methylated RNAs. Compared with those in HFpEF mice, our results revealed that hypermethylated and hypomethylated RNAs in HFpEF + EXT mice were especially related to energy metabolism terms, e.g., regulation of carbohydrate catalog, regulation of glycolytic process and carbohydrate catabolic process, suggesting that differentially methylated RNAs were mainly concentrated in energy metabolism (Supplementary Figure S2). Furthermore, the KEGG pathway analysis of differentially methylated RNAs in HFpEF + EXT mice were predominantly concentrated in myocardial cell death and myocardial energy metabolism, e.g., apoptosis, pyruvate metabolism, MAPK signaling pathway, insulin signaling pathway and sphingolipid metabolism pathway, which are mainly and strongly connected with myocardial apoptosis (Figures 2H,I). 

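A list of 53 genes of glycolysis and its regulation was written by hand from general knowledge, without KEGG or GO. Of these, 38 had a site, and 4 (Gapdh, Myc, Prkaa1 and Sik2) had a differentially methylated site. Their share of 10.5% compared with 6.91% over all 11099 gene symbols with a site (odds ratio 1.59, one-sided Fisher's exact test, p = 0.266, Benjamini-Hochberg adjusted p = 0.426 over 8 lists). Among the alternatives fixed in advance, leaving out the fold change threshold moved this list most: 23 of the 38 genes then had a site with the authors' p-value below 0.05, against 33.8% of all genes (odds ratio 3.02, Fisher's exact test, adjusted p = 0.00524). A selection by the p-value alone also depends on read depth, which is unknown per site and was not matched. High depth of this list's genes is therefore not excluded as the cause. Over hypomethylated sites with the authors' FDR below 0.05, a selection chosen after seeing the data, the odds ratio was 11.8 on 2 genes (Fisher's exact test, adjusted p = 0.0389). Only 1 of the 4 genes, Gapdh, carried a hypermethylated site, and the other 3 carried hypomethylated sites. Genes were the units of these tests, and they are not independent replicates.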

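Another 4 lists written in the same way covered the signaling and metabolic pathways named for the differentially methylated RNAs, beside apoptosis. In the apoptosis list, 12 of 100 genes with a site carried a differentially methylated one (odds ratio 1.85, one-sided Fisher's exact test, p = 0.0425, adjusted p = 0.17). The MAPK signaling list had 13 of 170 genes (odds ratio 1.12, Fisher's exact test, adjusted p = 0.525). The insulin signaling list had 5 of 95 genes (odds ratio 0.747, Fisher's exact test, adjusted p = 0.908), and its odds ratio rose to 1.85 (adjusted p = 0.00864) with no fold change threshold. The limit on read depth holds for this rise too. Sphingolipid metabolism had 5 of 34 genes, namely Gla, Plpp1, Smpd2, Smpd3 and Sphk2, all at hypomethylated sites (odds ratio 2.33, Fisher's exact test, adjusted p = 0.219). Counted over hypomethylated sites only, a selection chosen after seeing the data, this list had an odds ratio of 9.82 (Fisher's exact test, adjusted p = 0.0024). For Plpp1, the overlapping site on the opposite strand leaves open which transcript the signal came from. Pyruvate metabolism had 3 of 24 genes, namely Acyp2, Aldh7a1 and Grhpr (odds ratio 1.93, Fisher's exact test, adjusted p = 0.426). With the paper's thresholds and both directions together, no list had an adjusted p below 0.05, and 2 had an unadjusted p below 0.05. The paper shows its KEGG terms separately for upregulated and downregulated peaks. Split in this way, 1 list had an adjusted p below 0.05 for hypomethylated sites and 0 for hypermethylated sites (Fisher's exact test). From the pathways of the differentially methylated RNAs, the paper proposes that these RNAs may have a part in the apoptosis and the energy metabolism of the heart muscle.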

In conclusion, our findings suggested that these differentially methylated RNAs might take part in the myocardial energy metabolism and apoptosis pathway.

Overall, the transcripts of HFpEF + EXT-specific m^6^A peaks were mainly concentrated on myocardial cell death and myocardial energy metabolism, which were the main pathological features of HFpEF.

### Conjoint analysis of m^6^A-seq and RNA-Seq data shows that specific m^6^A-modified transcripts were extremely correlated with the myocardial remodeling pathological characteristics of heart failure with preserved ejection fraction

The reads per kilobase per million mapped reads (FRKM distribution) indicated no difference in gene expression between samples (Figure 3A). RNA-Seq results indicated that 690 mRNAs, including 423 downregulated and 267 upregulated mRNAs, in HFpEF + EXT samples were significantly dysregulated compared with those in HFpEF samples (FC > 2, *p* < 0.05; Figure 3B). The tendency of differing gene expression between the groups was contemporaneous among individual samples within every group, according to further hierarchical clustering analysis of RNA-Seq data. (*n* = 3 per group, Figure 3C). Importantly, GO and KEGG pathway analysis displayed that differentially expressed genes were closely connected with apoptosis pathway and myocardial energy metabolism pathway (Figures 3D,E; Supplementary Figure S3), and this finding was coincident with the involvement in myocardial remodeling pathology (Dunlay et al., 2017; Figtree et al., 2021; Mishra and Kass, 2021; Omote et al., 2022; Prandi et al., 2022).

**FIGURE 3:**
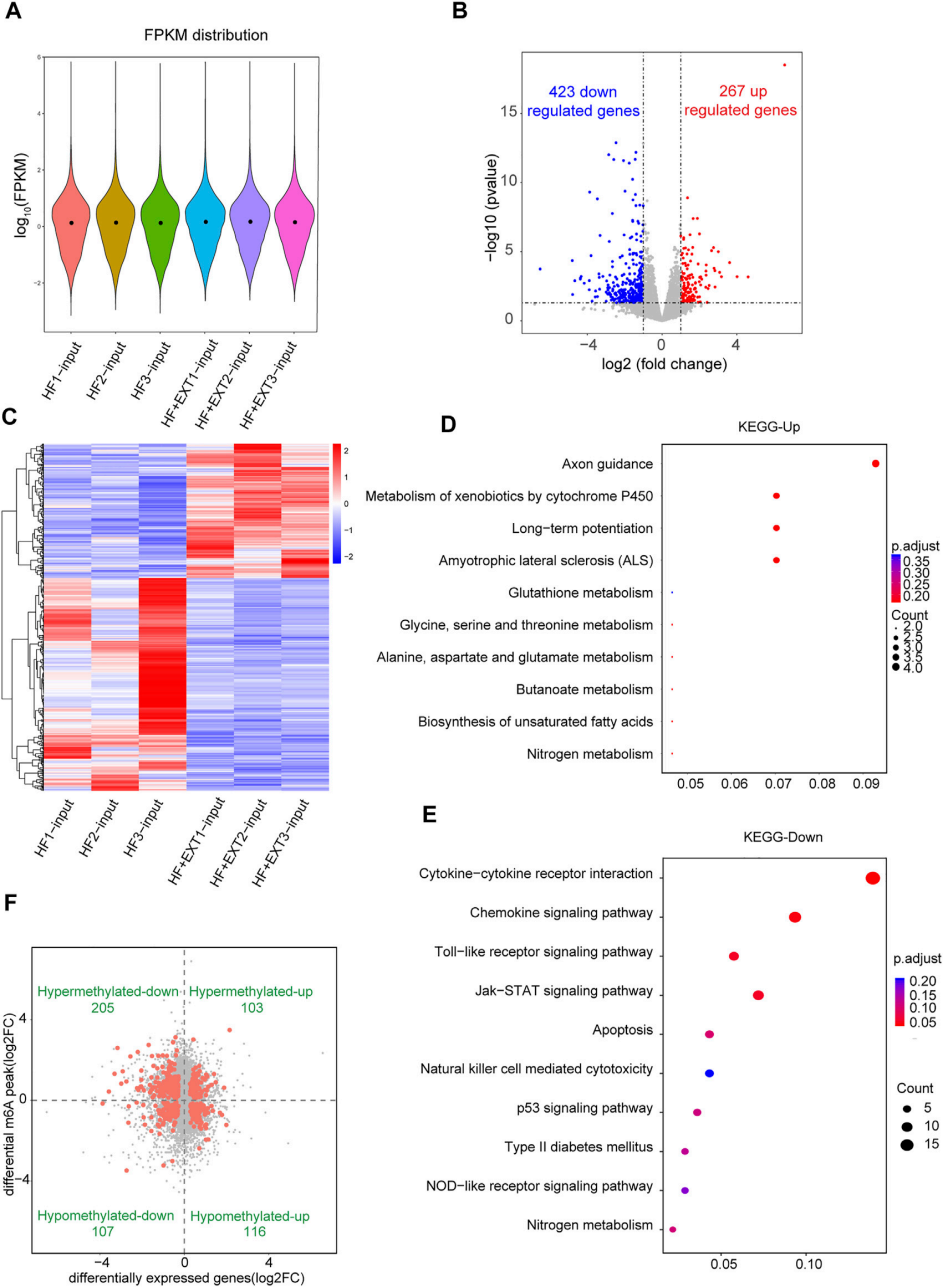
Combined analysis of RNA-seq and MeRIP-seq data comparing HFpEF with HFpEF + EXT heart samples. **(A)** FPKM distribution of two groups. **(B)** Volcano plots showing different expression mRNAs between HFpEF and HFpEF + RE samples (fold change >2 and *p* < 0.05). **(C)** Clustering analysis of differentially expressed mRNAs. **(D,E)** The top 10 enriched KEGG pathways of differentially mRNA for upregulated and downregulated mRNA. **(F)** The distribution of transcripts with significantly changed in m^6^A-modification level and corresponding mRNA expression (*p* < 0.05) by four-quadrant graph. Red dots represent significant differences in RNA expression and m^6^A modification, and gray dots do not meet the conditions.

In order to further study the target genes modified by m^6^A, target genes were idenfieid by the conjoint analysis of m^6^A-seq and RNA-Seq data. Through bioinformatics analysis, we confirmed 308 hypermethylated m^6^A peaks in mRNA transcripts, of which 103 and 205 were significantly upregulated and downregulated respectively (Figure 3F). Furthermore, 223 hypomethylated m^6^A peaks were confirmed in mRNA transcripts, of which 116 and 107 peaks were downregulated and upregulated, respectively (Figure 3F). Furthermore, the integrated analysis of MeRIP-seq and RNA-Seq data and KEGG pathway analysis showed that specific m^6^A-modified transcripts were closely associated with myocardial energy metabolism, especially myocardial apoptosis. Hence, we identified genes that were critical to these processes and further validated them, including *Fas, Capn2, Casp12, Casp7, Jun, Pdia3, Tnnt2, Mef2a, Adrb1* and *Agtr1a* (Figure 4A; Table 3).

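All 10 sites of Table 3 were found in the authors' deposited table by their start and end. Besides Fas, the sites of Casp12 and Capn2 were hypermethylated by both thresholds. The Casp12 site (ENSMUSG00000025887, chromosome 9, 5345460 to 5346656) spans exons 1 and 2 of 11 and had a log2 fold change of 1.59 (p = 1.55e-10, FDR = 8.91e-09) in the authors' deposited table. The Capn2 site (ENSMUSG00000026509, chromosome 1, 182517279 to 182517608) lies in exon 1 of 21, with 170 bases of 5' UTR and 76 of CDS, and had a log2 fold change of 1.13 (p = 4.27e-07, FDR = 1.35e-05) in the authors' deposited table. Mef2a (5' UTR, chromosome 7, 67349857 to 67372858) and Tnnt2 (exon 1, chromosome 1, 135836354 to 135836534) had log2 fold changes of 0.72 and 0.20 in the authors' deposited table. Adrb1 (chromosome 19, 56723143 to 56724091), Pdia3 (chromosome 2, 121435994 to 121437910) and Agtr1a (chromosome 13, 30381100 to 30382388) had values of -0.51, -0.31 and -0.31 in the authors' deposited table. The Jun site (chromosome 4, 95049868 to 95052222) covered 2355 bases of 5' UTR, CDS and 3' UTR in its single exon, with a log2 fold change of -0.095 in the authors' deposited table. None of the sites of Mef2a, Tnnt2, Adrb1, Pdia3, Agtr1a and Jun passed the fold change threshold. At Jun and Agtr1a the FDR was 0.205 and 0.0851 in the authors' deposited table. Taking each gene's site with the smallest p-value in place of the site of Table 3 chose the same sites. The mRNA values of these genes were not analysed here.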

**FIGURE 4:**
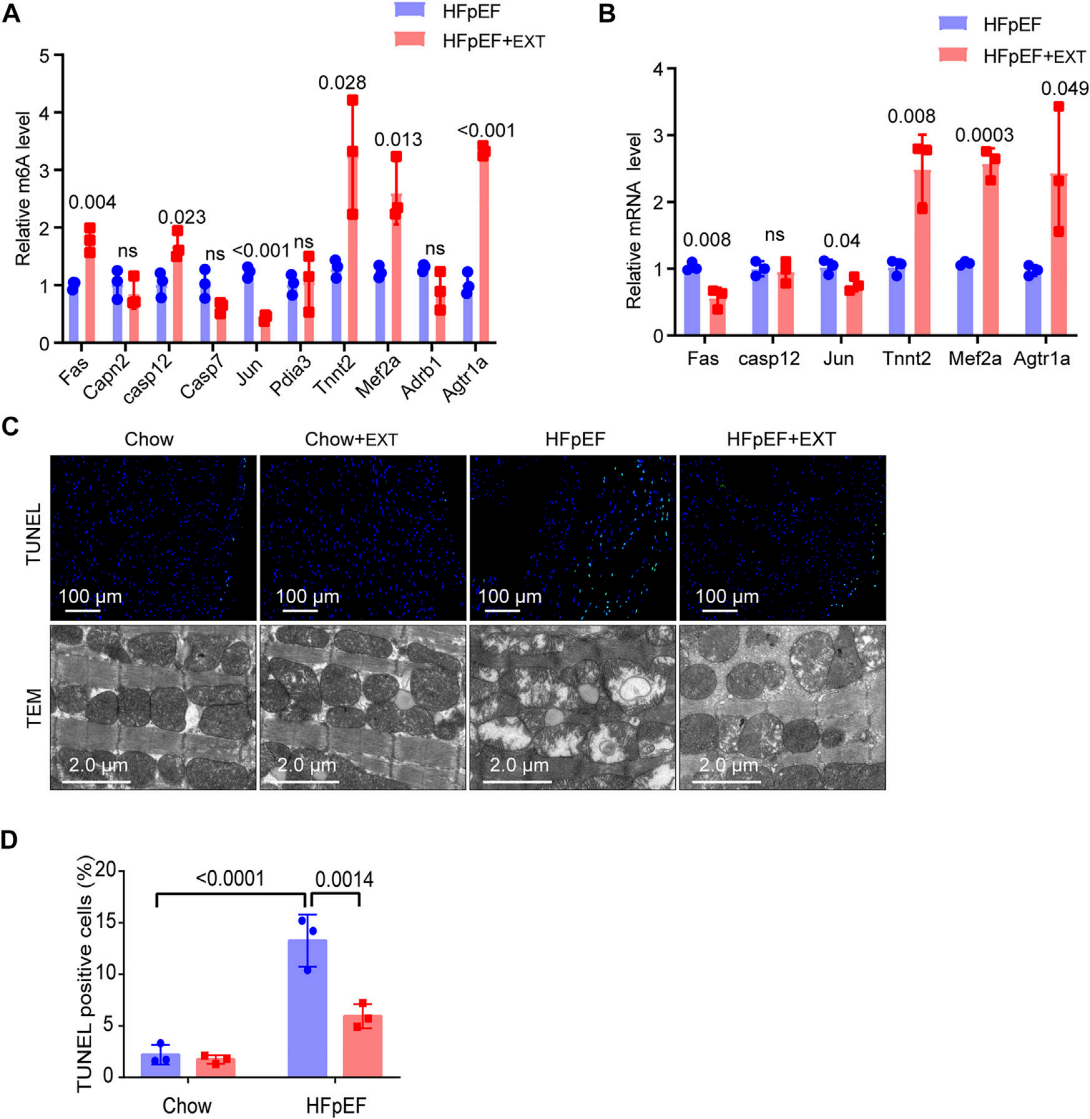
Identification of the downstream target genes and mechanisms of exercise improvement of HFpEF. **(A)** Single-base elongation and ligation-based qPCR amplification method (SELECT) validation of m^6^A level changes of ten related genes. **(B)** The relative mRNA levels of six genes determined by real-time PCR in HFpEF and HFpEF + EXT samples. *n* = 3 mice per group. Data are presented as mean ± SEM. Multiple unpaired t tests were used. **(C,D)** Representative images of TUNEL and TEM and quantitative analysis of TUNEL-positive cells. *n* = 3 mice per group. Data are presented as mean ± SEM. Two-way ANOVA and Tukey’s multiple comparison test were used. Numbers above square brackets display great *p* values.

**TABLE 3:** The ranking of the top 10 genes in each quadrant graph.

Gene name	Pattern	Chromosome	m^6^A level change				mRNA level change			
			Peak region	Peak start	Peak end	fold_enrchment	diff. lg. p	Strand	log2FC	*p* value
Casp12	Hyper-down	9	CDS	5345459	5346656	1.72	−9.81	+	−1.27477	0.000628688
Capn2	Hyper-down	1	five_prime_utr	182517278	182517608	22.6	−6.37	−	−0.30561	0.032386574
Fas	Hyper-down	19	CDS	34290658	34309091	1.79	−17.3	+	−1.03262	0.002731876
Casp7	Hypo-down	19	three_prime_utr	56441600	56441809	3.37	−2.04	+	−0.53649	0.022176301
Jun	Hypo-down	4	CDS	95049867	95052222	34.9	−1.45	−	−0.98579	5.99E-08
Pdia3	Hypo-down	2	three_prime_utr	121435993	121437910	3.93	−4.47	+	−0.50359	0.005265144
Tnnt2	Hyper-up	1	exon	135836353	135836534	2.41	−8.85	+	0.730282	0.001676025
Mef2a	Hyper-up	7	five_prime_utr	67349856	67372858	2.8	−5.61	−	0.439723	0.005269679
Adrb1	Hypo-up	19	CDS	56723142	56724091	72.7	−5.32	+	0.530445	0.01782968
Agtr1a	Hypo-up	13	CDS	30381099	30382388	14.5	−1.97	+	0.5337	0.033615285

We used SELECT-PCR to validate the m6A levels of those different critical genes *Fas, Capn2, Casp12, Casp7, Jun, Pdia3, Tnnt2, Mef2a, Adrb1* and *Agtr1a*, which were associated with myocardial apoptosis and myocardial energy metabolism. We found that the m^6^A methylation levels of *Fas*, *Casp12, Tnnt2, Mef2a* and *Agtr1a* were significantly increased and the m^6^A methylation of *Jun* was significantly decreased (Figure 4A). Furthermore, the mRNA levels of *Fas, Casp12, Jun, Tnnt2, Mef2a* and *Agtr1a* were measured in HFpEF + EXT and HFpEF hearts (Figure 4B), and results showed that *Jun, Tnnt2, Mef2a* and *Agtr1a* had similar mRNA expression tendencies in keeping with their m^6^A methylation levels, but *Fas* had opposite mRNA expression tendencies in keeping with their m^6^A methylation levels (Figure 4A).

### Exercise training ameliorates myocardial apoptosis in heart failure with preserved ejection fraction by decreasing apoptosis pathway and increasing myocardial energy metabolism

Apoptosis is one of the most important characteristics of pathological cardiac remodeling, and exercise training is an effective method to reduce cardiomyocyte apoptosis. To investigate the effect of exercise on cardiomyocyte apoptosis in the HFpEF heart, we used terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) to stain cardiac pathological sections. The representative fluorescence photos of TUNEL positive nuclei in the HFpEF heart after exercise are shown in Figure 4C. In the myocardium of HFpEF mice, the proportion of TUNEL positive cardiomyocytes was greatly higher than that of control mice, while a smaller number of TUNEL positive cells could be detected in the myocardium of control or HFpEF mice after exercise (Figures 4C,D).

In order to verify whether exercise can exert its cardioprotective function by maintaining the integrity and function of mitochondria, we measured and detected the mitochondrial structure of the heart of control group and HFpEF mice with or without exercise using an electron microscope. The ultrastructure of heart sections of control group and HFpEF mice with or without exercise was analyzed by an electron microscope to determine the integrity of mitochondria (Figure 4C). In the normal mouse myocardium, mitochondria were well aligned between the longitudinally oriented myocardial myofibrils, and no difference was observed after exercise. However, the abundance of mitochondria in HFpEF appeared to be significantly altered, and the arrangement of mitochondria in HFpEF mice was disorganized, and the mitochondria were swollen and aggregated, and cristae were slightly loosened (Figure 4C). After 2 months of exercise, there was evidence that damage to cardiac mitochondria and disrupted cristae were restored in HFpEF + EXT hearts (Figure 4C).

### Overexpression of fat mass and obesity-related cancels out the benefits of exercise in heart failure with preserved ejection fraction + Exercise training mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy

On basis of the analysis outcomes of unique genes in HFpEF + EXT and HFpEF hearts by GO/KEGG, we suspected that the FTO is closely related to the regulation of energy metabolism and might exert a significant effect on the pathogenesis of HFpEF. Therefore, we explored the mechanism of FTO in HFpEF through experiments. The protein level of FTO in HFpEF + EXT mice was downregulated in comparison with that in HFpEF mice. The FTO protein level detected by Western blotting was greatly lower than that in the HFpEF + EXT group in comparison with the HFpEF group (*p* = 0.001; *n* = 6 per group; Figures 5A,B). We also looked at the expression of other key methyltransferases and demethylases during m^6^A modification, including Mettl3, Mettl14, and ALKBH5. Mettl3 was increased, and no significant difference was observed in Mettl4 and ALKBH5 (Figures 5A,C–E).

**FIGURE 5:**
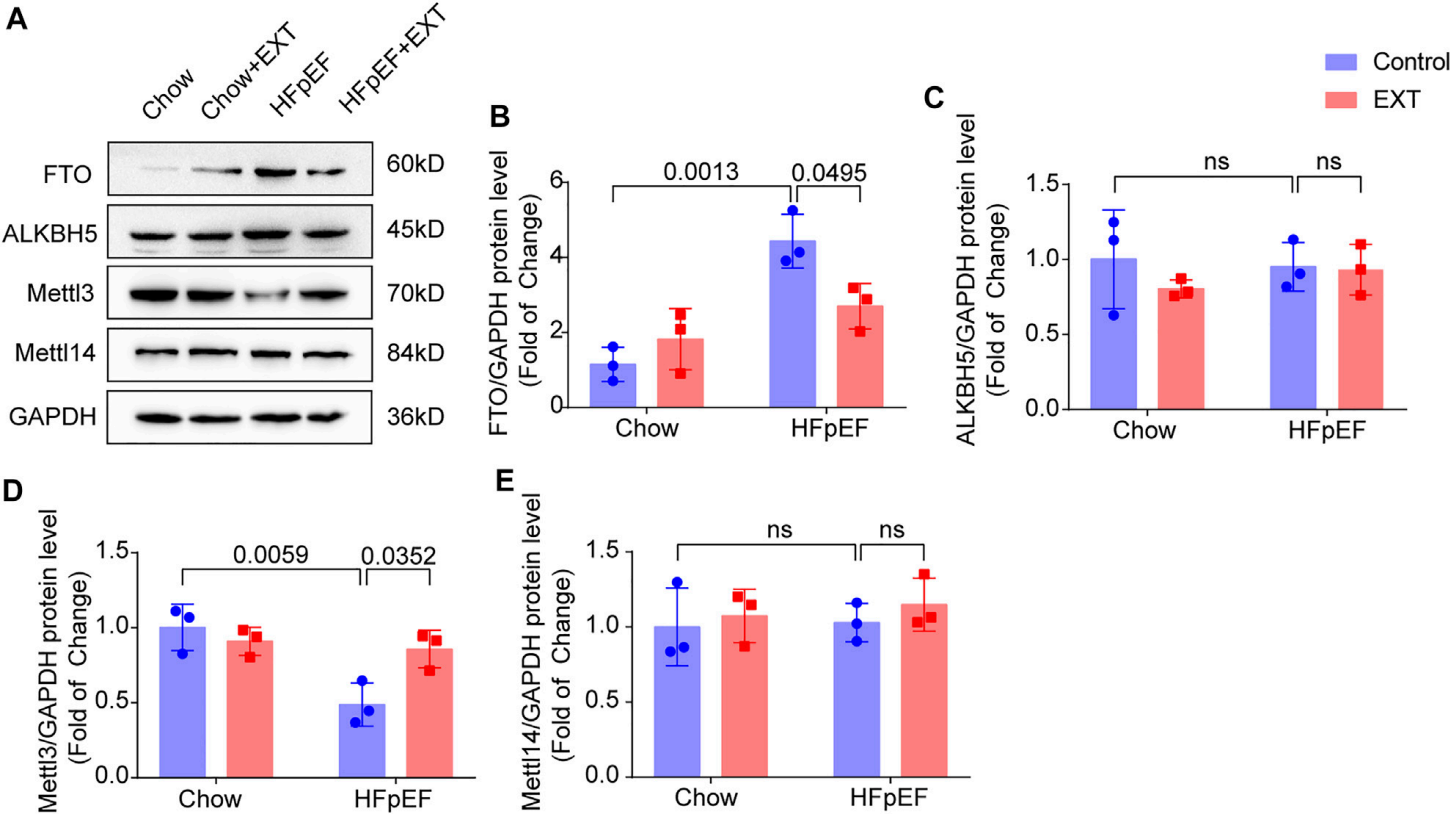
FTO is Downregulated in HFpEF + EXT compared to HFpEF. **(A–E)** Representative Western blots plots of FTO, Mettl3, ALKBH5 and Mettl14, and quantitative analysis of FTO/GAPDH, Mettl3/GAPDH protein, ALKBH5/GAPDH and Mettl14/GAPDH expressions. *n* = 3 per group. Data are presented as mean ± SEM. Two-way ANOVA and Tukey’s multiple comparison test were used. Numbers above square brackets show significant *p* values.

Overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy. At the age of 16 weeks, we injected the AAV vector encoding FTO into the HFpEF + EXT mice through the tail vein, and detected the expression of FTO after 8 weeks. After injection of AAV-FTO for 8 weeks, expression of myocardial FTO increased by approximately 7.5-fold in HFpEF + EXT mouse hearts (Supplementary Figures S1A,B). After 8 weeks of adenovirus injection, we found overexpression of FTO increased interstitial fibrosis in HFpEF + EXT mouse hearts (Figures 6A,B, *p* = 0.0089). Furthermore, the overexpression of FTO efficiently augmented cardiomyocyte hypertrophy, as demonstrated by the increase in cross-sectional area of cardiomyocyte in HFpEF + EXT mouse hearts (Figures 6A,C, *p* < 0.0001). Moreover, the overexpression of FTO accelerated apoptosis in myocytes and increased the proportion of TUNEL-positive cells in the myocardium (Figures 6A,D, *p* = 0.0306). The overexpression of FTO significantly destroyed mitochondrial integrity and function by disorganized mitochondrial arrays and aggregates of swollen mitochondria with slight lysis of the cristae (Figure 5A). Furthermore, the doppler echocardiography showed that FTO overexpression exacerbated diastolic dysfunction in HFpEF + EXT mice by increasing the E/E′ ratio (Figure 6E). The overexpression of FTO reduced LW/TL and running distance (*n* = 6, *p* = 0.0444 and *p* < 0.0001; Figures 6F,G). Overexpression of FTO reduced the mRNA levels of Tnnt2, Mef2a and Agtr1a, and increased the mRNA levels of Fas and Jun (Figure 6H). Overall, these data indicated that the overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy.

**FIGURE 6:**
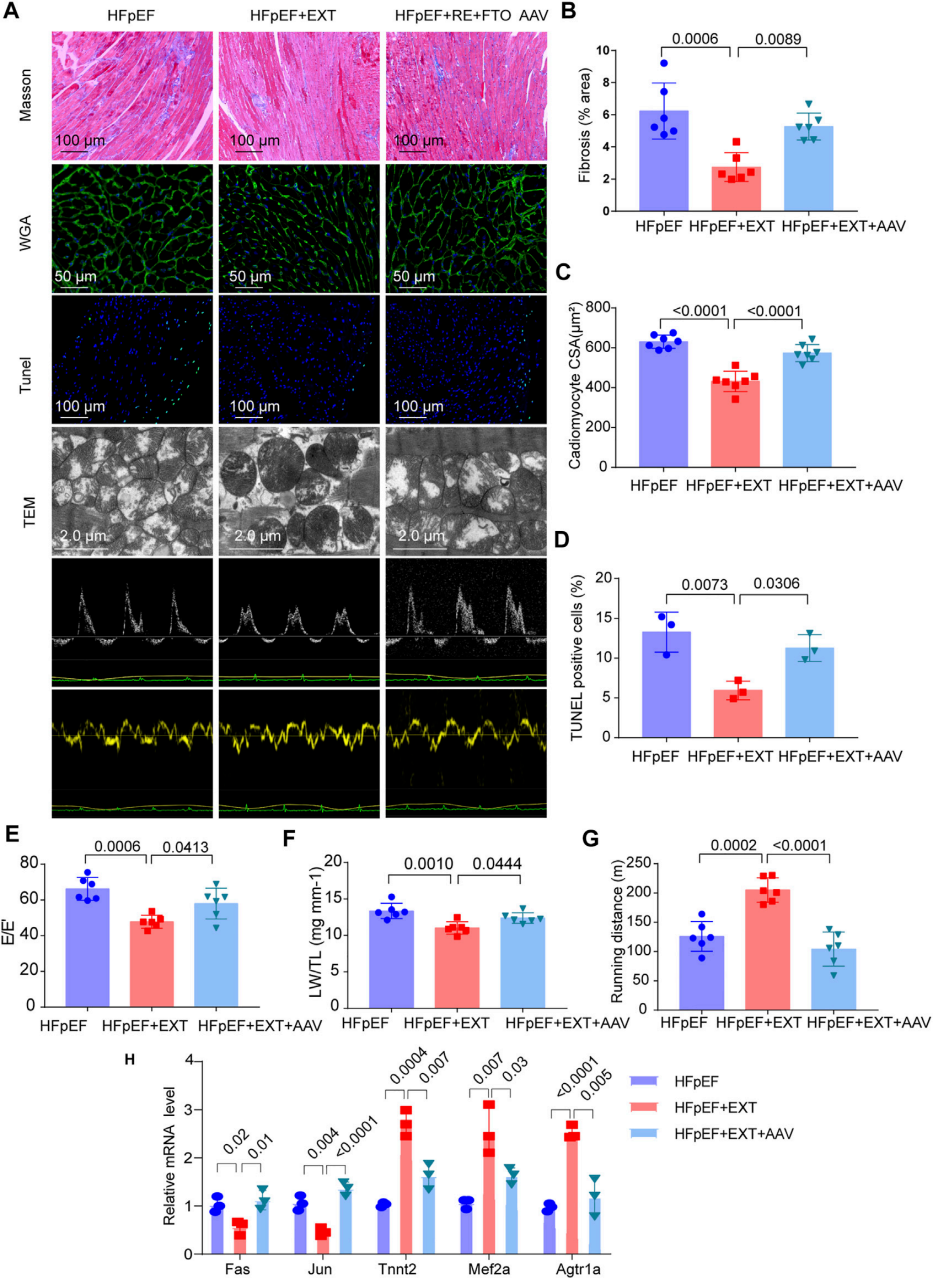
Overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice. **(A)** Gross morphology of hearts stained with Masson, WGA, TUNEL, TEM, and Doppler echocardiography from HFpEF, HFpEF + EXT and HFpEF + EXT + AAV9 mice. **(B)** Quantitative analysis of interstitial fibrosis (*n* = 6 mice per group). **(C)** Quantitative analysis of cardiomyocyte cross-sectional area (*n* = 6 mice per group). **(D)** Quantitative analysis of TUNEL-positive cells (*n* = 3 per group). **(E)** Quantitative analysis of E/E′ ratio (*n* = 6 mice per group). **(F)** Ratio of lung weight to tibia length (*n* = 6 mice per group). **(G)** Running distance during exercise exhaustion test (*n* = 6 mice per group). **(H)** The relative mRNA levels of six genes determined by real-time PCR in HFpEF, HFpEF + EXT and HFpEF + EXT + AAV9 mice (*n* = 3 mice per group). Data are presented as mean ± SEM. One-way ANOVA and Tukey’s multiple comparison test were used. Numbers above square brackets show significant *p* values.

## Discussion

HFpEF is an aging disease characterized by cardiac hypertrophy, myocardial interstitial fibers, and cardiac diastolic dysfunction (Prandi et al., 2022). Due to inadequate understanding of the pathophysiology and animal models of HFpEF, it is difficult to develop methods to treat this more prevalent and lethal disease (Schiattarella et al., 2019; Deng et al., 2021). Unlike HFrEF, patients with HFpEF constitute a highly heterogenous population. HFpEF patients usually do not trace back to a primary lesions and injuries of cardiomyocytes but rather to a complex of series of systemic abnormalities, e.g., metabolic dysfunction, hypertension, hyperlipidemia, renal dysfunction and pulmonary dysfunction (Dunlay et al., 2017; Deng et al., 2021; Mishra and Kass, 2021). There are many reasons for the lack of effective therapies of HFpEF, but it is largely because of incompletely understanding its complex pathophysiology and the lack of appropriate animal models to study its pathogenesis. EXT is an important nonpharmacological treatment, which can reduce the risk of hospitalization and cardiovascular mortality risk (Jaconiano and Moreira-Gonçalves, 2022). Although the significance of epigenetic regulation in the control of gene expression to diagnose and treat HFpEF has been widely examined (Hamdani et al., 2021), the effect of RNA alternation on the control of gene expression to affect HFpEF has only recently been investigated. Previous studies demonstrated that the mRNA of m^6^A writers Mettl3 and Mettl4; m^6^A eraser FTO; and reader YTHDF2 are elevated in patients with HFpEF (Zhang et al., 2021a). In HFpEF mice, the mRNA of FTO and YTHDC1 is upregulated but Mettl3 is downregulated (Zhang et al., 2021a). In elderly HFpEF mice, EXT could improve exercise capacity, diastolic function, and systolic reserves and reduce pulmonary congestion (Roh et al., 2020). However, the distribution of m^6^A within transcriptome-wide in HFpEF + EXT samples is still mostly unknown. Our research showed that m^6^A RNA methylation is changed in HFpEF + EXT mice, indicating specific m^6^A alternation patterns on the transcriptome-wide and gene-specific scales that were distinct from those of in HFpEF mice. GO and KEGG analyses demonstrated that m^6^A RNA methylation differential genes between HFpEF + EXT and HFpEF mice are specifically associated with myocardial energy metabolism. HFpEF + EXT mice are observed with downregulated FTO compared with HFpEF mice, and the overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy. FTO is a key m^6^A demethylase that may regulate cardiomyocyte function through catalyzing the demethylation of m^6^A on particular mRNAs, such as *Fas, Jun, Tnnt2, Mef2a* and *Agtr1a*.

Exercise modifies the m^6^A profile of HFpEF, and these differential modification genes are closely associated with myocardial energy metabolism. The pattern of m^6^A modification in HFpEF + EXT mice was different from those of HFpEF mice on both transcriptome-wide and gene-specific scales. 22 409 m^6^A peaks in HFpEF + EXT mice were determined, indicating that m^6^A is a widespread post transcriptional RNA alternation in various heart disorders. In addition, we investigated that differentially methylated m^6^A peaks in HFpEF + EXT mice are primarily present in 5′UTR, which may promote mRNA translation. 

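Of the hypermethylated sites, 267 of 581 (46.0%, Wilson 95% interval 41.9 to 50.0) were in the 5' UTR by the region in the authors' deposited table. In 10000 random draws of as many sites with the same deciles of fold enrichment, the mean share was 19.2% (two-sided p from the draws 0.0002, the smallest the draws allow). CDS and 3' UTR held 31.0% and 8.78% of the hypermethylated sites, against 40.0% and 28.3% in the draws (0.0002 for both). Of the hypomethylated sites, 12 of 197 (6.09%, 3.52 to 10.3) were in the 5' UTR, against 14.5% in the draws (0.0004). The CDS held 42.6% of them against 43% in the draws, a difference that was not detectable (0.992). The 3' UTR held 40.1% against 31.2% (0.0092). Benjamini-Hochberg adjustment over the 6 comparisons gave 0.0004 for the hypermethylated shares, and 0.0006, 0.992 and 0.011 for the hypomethylated shares in 5' UTR, CDS and 3' UTR. The 5' UTR share of hypermethylated sites moved most with no fold change threshold, to 38.7%. A transcript start was covered by 340 hypermethylated sites (59.4%) and 15 hypomethylated sites (7.73%) of those with a coding transcript in GENCODE M21. The shares describe sites, and whether they vary between mice could not be examined without values per library.

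**Figure D2:**
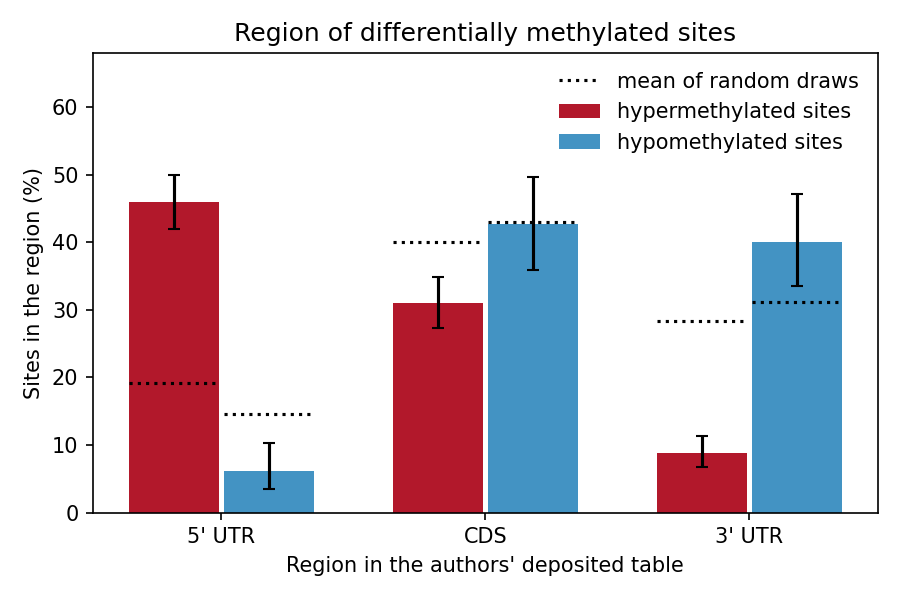
Share of sites (%) on the vertical axis in each region of the authors' deposited table, for the 581 hypermethylated and the 197 hypomethylated sites. Error bars are Wilson 95% intervals, and dotted lines are the mean share in 10000 random draws matched on fold enrichment. The hypermethylated bar stands at 46.0% in the 5' UTR against 19.2% in the draws.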

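The Fas site with raised methylation in HFpEF + EXT was split into 3 blocks and was listed as CDS in the authors' deposited table. Its first block (34290659 to 34290744 on chromosome 19) overlaps exon 1 of ENSMUST00000025691.12, the transcript of Fas with the longest coding sequence, with 49 bases of 5' UTR and 30 of CDS. The second block (34307125 to 34307278) is the whole of exon 2 and holds 154 CDS bases. The third block (34309036 to 34309091) lies in none of the 9 exons of that transcript and falls in an exon of another transcript, ENSMUST00000112472.3. By the number of bases, the site therefore holds more CDS than 5' UTR in ENSMUST00000025691.12. The peak call gives no position of the methylated base within these blocks. No copy of at least 95% identity was found elsewhere in the genome, but the search could miss a copy with introns between the blocks.

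**Figure D3:**
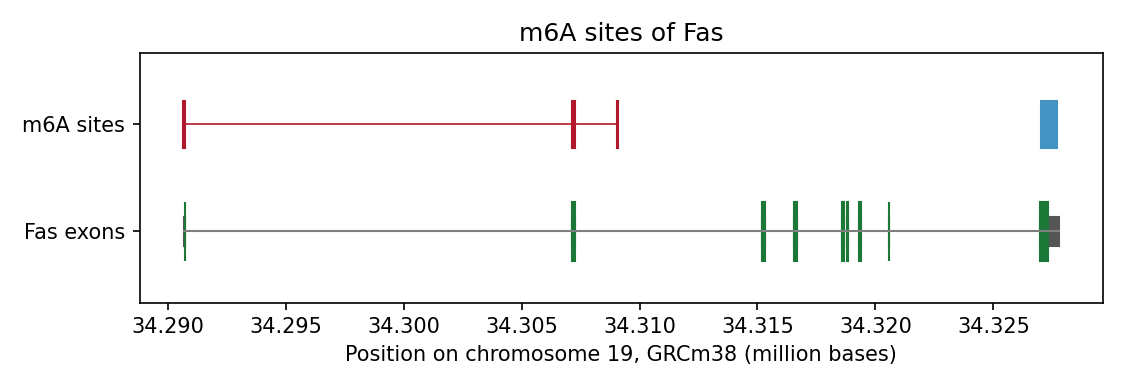
Map of the Fas gene on chromosome 19 of GRCm38, with the position along the chromosome on the horizontal axis. The lower track shows the 9 exons of ENSMUST00000025691.12, with CDS in green and UTR in grey, and the upper track the hypermethylated site with 3 blocks in red and the 3' UTR site starting at 34327003 in blue. Thin lines join the parts of 1 site or transcript.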

Importantly, in our research, we found that in HFpEF + EXT mice, the Fas m^6^A-modified site is primarily present in the 5′UTR. Therefore, we speculated that the differential methylation of RNAs in HFpEF + EXT might affect post-transcriptional translation levels and translation efficiency of RNA. We found that genes with differential m^6^A methylation and mRNA expression in HFpEF + EXT mice were mainly enriched in processes and pathways related to myocardial energy metabolism and apoptosis pathway, such as MAPK signaling pathway, insulin signaling pathway, sphingolipid metabolism, pyruvate metabolism, apoptosis, and regulation of intrinsic apoptotic signaling pathway processes (Figures 2H,I). HFpEF is a complex disease that includes cardiac hypertrophy, myocardial fibrosis, inflammation, cardiomyocyte sarcomere disfunction and mitochondrial and metabolic defects, which lead to mitochondrial dysfunction, inflammation and myocardial cardiac diastolic dysfunction (Figtree et al., 2021; Jaconiano and Moreira-Gonçalves, 2022). Recent clinical studies found that a year of committed EXT reverses abnormal left ventricular myocardial stiffness in patients with stage B HFpEF (Hieda et al., 2021). However, because of limited access to cardiac tissue, the molecular mechanisms of HFpEF remained largely unknown. Here, our study indicated that exercise induces similar functional benefits in HFpEF mouse, and the Conjoint analysis of MeRIP-seq and RNA-Seq data revealed that exercise alters the metabolic phenotype of cardiomyocytes and improves the apoptosis of myocardial cells for HFpEF. Indeed, our findings suggested that while EXT only ameliorated the HFpEF phenotypes in this “two-hit” model, it improved the overall cardiac performance and exercise capacity. We propose that, from the mice “two-hit” model with HFpEF, EXT confers benefits. The mechanism of epigenetic regulation thus provides a new therapeutic target for HFpEF and a new approach to studying HFpEF.

Exercise improves mitochondrial function in HFpEF and affects the myocardial energy metabolism phenotype (Vega et al., 2017). Post-exercise hearts exhibited a higher capacity for fatty acid oxidation and ATP generation than non-exercise hearts in response to the stimulation of increased cardiac workload by b EXT (Moreira et al., 2020). The transcriptional coactivator PGC-1α is a core molecule in the regulation of cardiomyocyte metabolism, and it was originally recognized as a cold inducible element in mitochondrial biogenesis and necessary for the metabolic adaptations of the heart to exercise (Moreira et al., 2020). In our study, an important target gene for improving the myocardial phenotype of HFpEF during exercise is Fas. Fas ligand (FasL) is a cell surface molecule of the tumor necrosis factor family binding to its receptor Fas to induce apoptosis of Fas bearing cells (Wajant, 2002). In our study, Fas m^6^A methylation expression levels are upregulated, but the mRNA and protein expression levels are downregulated, indicating that m^6^A modification of *Fas* may influence mRNA degradation.

FTO is downregulated in HFpEF + EXT samples, and overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy. In 2007, the *FTO* gene was identified in a type Ⅱ diabetes genome-wide relationship research (Dina et al., 2007). Furthermore, a population cohort research showed that the effect of FTO genes was closely associated with energy intake (Scuteri et al., 2007). However, it is not clear how FTO affects the mechanisms of obesity and energy metabolism. Our KEGG pathway analysis showed that differentially methylated RNAs are predominantly associated with the MAPK and insulin signaling pathways in cardiomyocytes. In conclusion, the FTO is critical for energy metabolism. FTO expression is downregulated in mammalian heart failure hearts and hypoxic cardiomyocytes, with higher m^6^A levels in RNA and impaired cardiomyocyte contractile performance, according to recent investigations (Mathiyalagan et al., 2019). Additionally, in mice with heart failure, the m^6^A demethylase FTO improves cardiac function *via* controlling glucose absorption and glycolysis (Zhang et al., 2021b). In this research, the overexpression of FTO deteriorates heart function by growing E/E′ and LW/TL and decreasing the running distance. Furthermore, overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy.

The present study has limitations. Firstly, we did not find human heart samples to validate our experimental results. Therefore, we will next seek human heart samples to validate the important role of m^6^A modification in the pathogenesis of HFpEF. Secondly, although we found the target genes were modified by m^6^A, the mechanism of how the binding proteins control the target genes has not been explored. Next, how binding proteins affect target gene stability, translational efficiency, or degradation will be explored. Thirdly, although we demonstrated that overexpressing FTO in the heart worsened cardiac function, future research with cardiac specific knockout FTO mice and HFpEF models will investigate the actual mechanism by which FTO mediates HFpEF.

Consequently, m^6^A RNA methylation was modified in HFpEF + EXT mice, who displayed distinct m^6^A alternation patterns at the transcriptome and gene levels compared to HFpEF mice. Differentially methylated genes were found to be linked with myocardial fibrosis, myocyte hypertrophy, myocardial apoptosis, and myocardial energy metabolism in GO and KEGG studies. Exercise improved mitochondrial function in HFpEF and myocardial energy metabolism phenotype to reverse the myocardial phenotypes. FTO was downregulated in HFpEF + EXT mice compared with that in HFpEF mice, and the overexpression of FTO cancels out the benefits of exercise in HFpEF + EXT mice by promoting myocyte apoptosis, myocardial fibrosis and myocyte hypertrophy. FTO is a key m^6^A demethylase that may regulate cardiomyocyte function through catalyzing the demethylation of m^6^A on particular mRNAs, such as *Fas*, *Jun*, *Tnnt2*, *Mef2a* and *Agtr1a*.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus accession number: GSE208354.

How the deposited data were processed for this re-analysis (not part of the article)

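The data were a table of m6A sites from MeRIP-seq of mouse hearts, 3 from HFpEF mice and 3 from HFpEF + EXT mice, with an IP and an input library of each heart. The authors trimmed reads with Cutadapt 2.5, aligned them to GRCm38 with Hisat2 2.1.0, and called and compared peaks with exomePeak, whose version the paper's results give as 2.13.2. exomePeak pools the libraries of a group, so the deposited table has 1 value per site for the comparison of HFpEF + EXT with HFpEF. In the deposited table the authors gave the p-value of the peak call on a linear scale and also its log10 and the log10 of its FDR. The fold enrichment that the authors deposited is the ratio of IP to input reads within the peak, scaled by exomePeak for library size. The log2 fold change that the authors deposited compares this enrichment between HFpEF + EXT and HFpEF, with positive values for sites higher in HFpEF + EXT, and comes with the log10 of its p-value and FDR. The sign was checked against the patterns in Table 3. The table lists protein-coding transcripts only.

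No reads, read depths or values per library were used, so no test of single sites was made here. Every p-value or FDR of a site is the authors'. The precision that each heart gives is unknown, and the intervals printed cover the counting of sites or the resampling of genes only.

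Hypermethylated and hypomethylated sites were counted by the thresholds in the paper's text, a fold change above 2 and a p-value below 0.05. Shares of sites were given with Wilson 95% intervals. The share of differentially methylated sites in each region was compared with 10000 random draws of as many sites from the table with the same deciles of fold enrichment, two-sided. Gene lists were tested with one-sided Fisher's exact tests against the 11099 gene symbols with a site, with Benjamini-Hochberg adjustment over 8 lists. These covered apoptosis, MAPK signaling, insulin signaling, sphingolipid metabolism, pyruvate metabolism, glycolysis and its regulation, RNA degradation, and m6A writers, erasers and readers. They were written by hand from general knowledge of the pathways and differ from the KEGG and GO sets that the authors used with clusterProfiler 3.6.0. The RNA degradation list had 7 of 44 genes with a differentially methylated site (odds ratio 2.56, Fisher's exact test, p = 0.0299, adjusted p = 0.17). The list of m6A writers, erasers and readers had 0 of 20.

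Each site was placed on the protein-coding transcript of its gene in GENCODE M21 with which it shared most bases, or the one with the longest coding sequence among equals. Of the sites, 432 had no base in such a transcript and 9 lay outside the assembled chromosomes and had no sequence here. The middle of a site gave its distance from the transcript start and the stop codon. Medians were compared within deciles of GC content, fold enrichment or length, or within genes, with intervals from 1000 resamples of genes. For the first 200 bases and for 200 to 800 bases, distance was matched in bins of 50 bases up to 200 and of 100 bases beyond. The value over the whole 800 bases used wider bins with limits at 100, 200, 400 and 800 bases. Its interval came from 200 resamples. Copies of site sequences were searched in GRCm38 with minimap2 2.31 in its short-read mode, and a copy counted when it covered at least 80% of the site at 95% identity or more. The blocks of a spliced site were joined and aligned without splicing, so copies with introns between the blocks could be missed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

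The tests were checked on simulated data. The matched draws called 8 of 200 simulated sets without an effect, where unmatched draws called 132 of 200, and they recovered a doubled share in 100 of 100 sets. Fisher's exact test called 7 of 200 simulated lists without an effect and all 200 lists with a raised share. The lists without an effect followed the test's own null, so their rate was set in advance. The raised lists were as long as the apoptosis list (100 genes with a site). Their share lay above that of any real list by the paper's thresholds, and no adjustment was made. Power for shorter lists or smaller excesses was not measured.

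The genes named in the text were fixed as those the paper names for its sequencing data, the m6A enzymes it names, and the 5 hypermethylated and 5 hypomethylated sites with the largest absolute log2 fold change among those with an FDR below 0.05. Genes outside this rule were named after their values were seen. The thresholds, the region and list tests and most alternatives to them were chosen before the data were examined. These alternatives used the authors' FDR in place of the p-value, no fold change threshold, a fold change above 4, a fold enrichment of at least 2, a peak FDR below 1e-05, merged overlapping sites, the region from GENCODE M21, other motifs and shuffled sequences, and draws of genes matched on the number of sites. The alternatives for hypermethylated or hypomethylated sites alone, for sequence copies, for matching on GC content, fold enrichment, length and distance, and for matched draws of genes with no fold change threshold were chosen after seeing the data.

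The joint change of m6A and mRNA levels and the peak lists of each group were not analysed here. Some results on single genes are not reported here.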

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

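The test on mitochondrially encoded transcripts was chosen only after its result was seen, and the test on opposite strands before. The paper does not discuss either pattern, although its Plpp1 site belongs to the pairs on opposite strands.

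Sites on opposite strands overlapped in 329 pairs, which involved 627 sites (2.73% of the table), 20 of them hypermethylated and 6 hypomethylated. An m6A site belongs to a transcript of 1 strand, so such pairs raise the question whether reads were counted on both. In the 177 pairs that shared at least 80% of the shorter site, the log2 fold changes of the authors' deposited table differed by a median of 0.085 between the strands. For 5460 pairs of neighbouring sites on opposite strands without overlap, the median difference was 0.59. The sign of the change was the same in 89.8% of the overlapping pairs and in 47.6% of the neighbouring pairs, and Spearman's rho across pairs was 0.84 and -0.028. Pairs of sites are not independent replicates. These values are consistent with reads counted without regard to strand, and the same signal may then be listed for both genes of a pair. The hypomethylated site of Plpp1 is such a case: it shares 240 bases with a hypomethylated site of Skiv2l2. Neither the paper's text nor the labels state whether the libraries keep the strand. A change of methylation on both transcripts of a pair with exercise was not tested and stays open.

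The table lists 8 sites on 6 mitochondrially encoded transcripts, all with an FDR of the difference below 0.05 in the authors' deposited table. Their median fold enrichment was 1.735, against 5.40 over all sites, with a range of 1.14 to 12.2, and 7 of the 8 were below the median of all sites. Even so, 6 of them were among the 10% of sites with the smallest peak FDR. This combination is consistent with very high coverage, at which a small excess of IP over input reaches a small p-value. A site of mt-Nd4 (10167 to 10406) with a log2 fold change of -2.48 in the authors' deposited table was hypomethylated, and it had the fold enrichment of 12.2. A site of mt-Nd4l (9877 to 10084) with a log2 fold change of 1.13 in the authors' deposited table was hypermethylated. The other 6 sites changed by less than 2-fold, and over the 8 sites methylation was higher in HFpEF + EXT at 3 and lower at 5. High coverage bears on the p-values and not on the size of the change at mt-Nd4, for which neither a technical nor a biological explanation was tested. These mitochondrial genes were named after their values were seen.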

How the results depend on the processing

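Several comparisons were chosen only after the results were seen. These were the ones over hypermethylated or hypomethylated sites alone and those without sequence copies. They also include those matched on GC content, fold enrichment, length or distance or made within genes, and the draws of genes with no fold change threshold. Each result was counted once per alternative. Under the alternatives fixed earlier, 50 such comparisons stayed the same in direction and call or close in size, 14 moved in size, 5 reversed, 3 became weaker and 1 stronger. The 50 include the 10 genes of Table 3, where the alternative chose the same site and no change was possible. Under the alternatives added later, 14 stayed the same, 3 moved, 5 reversed and 1 became stronger. This later tally leaves out the hypermethylated-only and hypomethylated-only selections with the FDR. It also leaves out the draws of genes with no fold change threshold and the matching on distance. For the results named next, the cause was not tested unless it is given.

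With the authors' FDR below 0.05 in place of the p-value, a stricter threshold, hypermethylated sites fell from 581 to 367 and hypomethylated sites from 197 to 54, and the hypermethylated share rose from 74.7% to 87.2%. With no fold change threshold the counts were 2316 and 2327 and the share 49.9%. With a fold change above 4 they were 64 and 43, and 59.8%. A peak FDR below 1e-05 left 365 hypermethylated sites, and a fold enrichment of at least 2 gave a share of 70.3%. Merging overlapping sites or leaving out sites with a sequence copy kept each count within 1.5 times.

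The share of hypermethylated sites in the 5' UTR was above that of the draws under every alternative run, from 38.7% to 51.4%. The shares in the CDS and the 3' UTR stayed below it. With the FDR, where fewer sites were counted, the 5' UTR share of hypomethylated sites was 7.41% and their 3' UTR share 40.7%, neither apart from the draws (0.187 and 0.149). With no fold change threshold, the 3' UTR share of hypomethylated sites was 32.9% (0.0794). Their CDS share was then 54.8%, above the draws where it had been slightly below.

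The excess of sites with the motif over the opposite strand, 11.7 points for GGACU, was 12.6 for GGAC and 3.24 for RRACH. Against shuffled bases it was 12.4 for GGACU. For GGAC it was smaller there, with 78.7% of the sites and 73.3% of the shuffled sequences. The excess of the log2 fold change in the 5' UTR, 0.41, was 0.34 matched on GC content, 0.37 on fold enrichment and 0.37 on length, and 0.43 within genes. Over CDS sites alone in the first 800 bases it was 0.25, and 0.024 matched on distance (interval -0.011 to 0.076).

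For the lists, the odds ratio of apoptosis was 1.85, and 2.55 with the FDR (adjusted p = 0.0979 from Fisher's exact test). It was 2.04 for hypermethylated and 1.14 for hypomethylated sites, but 0.965 with no fold change threshold. That of MAPK signaling was 1.12, but 0.78 for hypermethylated and 2.07 for hypomethylated sites. Insulin signaling had 0.747, but 1.12 with the FDR, 1.85 with no fold change threshold (adjusted p = 0.00864 from Fisher's exact test) and 2.48 for hypomethylated sites. Sphingolipid metabolism had 2.33, but 0 for hypermethylated and 9.82 for hypomethylated sites (adjusted p = 0.0024 from Fisher's exact test; over all alternatives adjusted p ran from 0.0024 to 1). Pyruvate metabolism had 1.93, with 3.65 with the FDR, 1.66 with no fold change threshold and 2.61 for hypermethylated sites, but 0 for hypomethylated sites. Glycolysis had 1.59, but 3.02 with no fold change threshold (adjusted p = 0.00524 from Fisher's exact test), 0.492 for hypermethylated and 4.83 for hypomethylated sites. The m6A genes had 0, and 1.96 with no fold change threshold. Over 7 selections of sites and 8 lists, 56 tests were made. No list had an adjusted p below 0.05 in the selection by the paper's thresholds, with the FDR, or for hypermethylated sites. With no fold change threshold 2 did, for hypomethylated sites 1, and for hypomethylated sites with the FDR 3. Draws of genes matched on the number of sites changed no call of the selection by the paper's thresholds. With no fold change threshold, such draws called 3 lists where Fisher's exact test called 2, as the adjusted p of RNA degradation went from 0.0507 to 0.0152. No draws were matched on read depth.

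The direction of each Table 3 site was the same when the gene's site with the smallest p-value was used, which was the same site. No paired analysis was possible because the table has no values per mouse and the mice of the groups share no numbers. For the same reason no mouse was left out in turn, no other split of the mice was made, and the test per library with its alternatives was not run. The joint change of m6A and mRNA was not computed, as the table has no mRNA values. The unknown depth per site limits every result to the authors' pooled comparison.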

Differences from the paper's values

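The selections of hypermethylated or hypomethylated sites alone for the lists, and the comparison of the Fas site with its transcript, were chosen only after results were seen. With the thresholds in the paper's text, the authors' deposited table gave 581 hypermethylated sites against the paper's 371. With the authors' FDR below 0.05 in place of the p-value, the number was 367, with a fold enrichment of at least 2 it was 428, and with a peak FDR below 1e-05 it was 365, each within 1.5 times the paper's 371. The other alternatives set before the data were examined did not close the gap (2316 with no fold change threshold, 64 with a fold change above 4, 570 with overlapping sites merged).

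For hypomethylated sites, the authors' deposited table gave 197 against the paper's 55. With the FDR the number was 54 and with a fold change above 4 it was 43. The other alternatives set before the data were examined did not close the gap (2327 with no fold change threshold, 181 with a fold enrichment of at least 2, 136 with a peak FDR below 1e-05, 194 with overlapping sites merged).

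In all, the authors' deposited table gave 778 differentially methylated sites against the paper's 426. With the FDR the total was 421, with a fold enrichment of at least 2 it was 609 and with a peak FDR below 1e-05 it was 501. The other alternatives set before the data were examined gave 4643 with no fold change threshold, 107 with a fold change above 4 and 764 with overlapping sites merged. Of the 6 alternatives, only the FDR came within 1.5 times of all 3 of the paper's numbers. The paper's text gives a p-value for these counts, and the axis of the paper's Figure 2F gives the FDR.

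The results text describes the representative peak of Fas as reduced and that of Plpp1 as grown in HFpEF + EXT. The Fas site of Table 3 rose, with a log2 fold change of 1.66 in the authors' deposited table, as its pattern in Table 3 also has it, and the hypomethylated site of Plpp1 had a log2 fold change of -1.10 in the authors' deposited table. The other site of each gene went the opposite way in the authors' deposited table, with -0.46 in the 3' UTR of Fas and 0.86 in the 5' UTR of Plpp1.

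The discussion places the Fas site in the 5' UTR. Both the authors' deposited table and Table 3 list the site as CDS, and in the transcript with the longest coding sequence its first block holds 49 bases of 5' UTR and 30 of CDS and its second 154 of CDS.

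The discussion places differentially methylated peaks mainly in the 5' UTR. This region held 46.0% of the hypermethylated and 6.09% of the hypomethylated sites. Among hypermethylated sites it held 267, against 180 in the CDS and 51 in the 3' UTR. Among hypomethylated sites it held 12, against 84 and 79. With both directions together it held more sites than the CDS or the 3' UTR, though not a majority, so the difference concerns the hypomethylated sites.

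The SELECT measurement in the paper has Agtr1a methylation higher in HFpEF + EXT. In the authors' deposited table, the Agtr1a site had a log2 fold change of -0.31, and Table 3 lists it as hypomethylated.

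The genes of Table 3 come from the combined analysis with mRNA, for which the paper gives a p-value and no fold change, while its count of differentially methylated sites uses both. The sites of Jun, Pdia3, Tnnt2, Mef2a, Adrb1 and Agtr1a in Table 3 did not pass the fold change threshold in the authors' deposited table, and each had a p-value below 0.05 with no fold change threshold.

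The paper names apoptosis, RNA degradation, pyruvate metabolism, MAPK signaling, insulin signaling and sphingolipid metabolism, and glycolysis terms, as enriched among differentially methylated RNAs. Its KEGG terms are shown separately for upregulated and downregulated peaks. With the hand-written lists, which are not the KEGG or GO sets, no list had an adjusted p below 0.05 with the paper's thresholds and both directions together (Fisher's exact test, smallest 0.17). With no fold change threshold, insulin signaling (adjusted p = 0.00864 from Fisher's exact test) and glycolysis (0.00524) did, and with draws of genes matched on the number of sites, a combination chosen after seeing the data, RNA degradation did too (adjusted p from the draws 0.0152). A selection by the p-value alone also depends on read depth, which was not matched. For hypomethylated sites alone, a selection chosen after seeing the values, sphingolipid metabolism had an adjusted p below 0.05 (0.0024 from Fisher's exact test). With the FDR, insulin signaling, sphingolipid metabolism and glycolysis did (0.0389 each). For hypermethylated sites alone no list did, with the p-value or the FDR. The selections by direction are nearer to the paper's split, and the FDR gave counts nearer to its numbers of sites.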

Other observations

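The tests on distance in place of the region and on sequence copies were chosen only after their results were seen. The other tests were chosen after the region medians were known and before their own results were.

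Methylation rose in HFpEF + EXT at 5' UTR sites relative to CDS and 3' UTR sites, by a median of 0.41 on the log2 scale. Several technical explanations were tested. Matched on deciles of GC content, the difference was 0.34, between 0.24 and 0.47 over the deciles. Matched on fold enrichment it was 0.37 and matched on length 0.37, although it was absent among the most enriched sites (-0.012) and the longest sites (0.012). In genes with a site in both UTRs it was 0.3805 between them, against 0.43 over all sites. These values argue against GC content, weak enrichment, short sites or a different set of genes as the whole cause. A fall along the whole transcript would lower 3' UTR sites with distance, and their log2 fold change rose slightly with it (Spearman's rho across sites 0.0404, interval 0.0176 to 0.0679). It fell with distance over CDS sites not covering a start (rho -0.0994, -0.121 to -0.0813). Sites are not independent replicates, and the intervals come from resampled genes. A signal at the first base of the transcript alone is also not enough, since 5' UTR sites more than 200 bases away were still 0.188 above the CDS sites (0.0995 to 0.294), although they were 0.2734 below those that cover a start.

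Distance from the transcript start in place of the region was tested last. In the first 200 bases, CDS sites were raised as much as 5' UTR sites at the same distance (difference -0.0343, interval -0.0870 to 0.0281). A site went to the region with most of its bases, and 1993 CDS sites also covered a transcript start. CDS sites in this range can therefore hold 5' UTR bases too, so the comparison there cannot separate distance from region. Between 200 and 800 bases, 5' UTR sites were above CDS sites at the same distance by 0.137 on average (0.0940 to 0.20), which argues against distance as the whole cause in this range. This came from the bins nearer the start: in the last bins of the range, with 55 and 57 sites of the 5' UTR, their medians were -0.0759 and -0.17, against -0.0672 and -0.0972 in the CDS. Over the whole 800 bases, in wider bins weighted by the number of 5' UTR sites, the difference was 0.0243 with an interval that includes 0 (-0.0113 to 0.0762). A dependence on distance and an excess of the 5' UTR beyond it are hypotheses, found and tested on the same data.

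Cap-adjacent m6Am sits at the first base of a transcript, so the 0.188 at sites away from the start also counts against it as the whole cause, while a share in the rise at transcript starts stays open. An effect of exercise on methylation near the start of transcripts, and a difference between the groups in RNA fragmentation or in coverage near the 5' end, were not tested and stay open.

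Hypermethylated 5' UTR sites held GGAC in 65.2% of cases, against a mean of 68.4% (63.3 to 73.4) in draws of other 5' UTR sites matched on length, a two-sided p from the draws of 0.237. For GGACU the share was 22.5% against 27.0% (22.1 to 31.8), with p from the draws of 0.0864, and on the opposite strand the hypermethylated 5' UTR sites held it in 22.8%. Whether signal outside the m6A motif adds to the hypermethylated sites cannot be told apart from no such signal with these 267 sites, since both shares lie within the range of the draws.

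Of the 107 differentially methylated sites with an absolute log2 fold change above 2, 2.80% had a copy of at least 95% identity elsewhere in the genome (0.958 to 7.92), against 1.70% of sites that were not differentially methylated (1.53 to 1.87). At 90% identity the shares were 3.74% and 2.47%. Reads shared between copies cannot be told apart from no such effect for this set, because a copy was found for only 3 of the sites. The search could also miss copies with introns between the blocks of a spliced site. How many of the large changes such reads could account for is therefore unknown. Among the hypomethylated sites, 4.06% had a copy (2.07 to 7.81), and among the hypermethylated sites 1.21% (0.586 to 2.47). The difference between these was not tested.

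Small p-values and large changes often fell on different sites. Of the 50 sites with the smallest FDR in the authors' deposited table, 8 changed by more than 2-fold, the median absolute log2 fold change was 0.39, and 8 were sites of Ttn. Another 2093 sites changed by more than 2-fold with a p-value of 0.05 or more, 987 upwards and 1106 downwards.

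Of the m6A enzymes named in the paper, none had a differentially methylated site. In the authors' deposited table, the log2 fold changes were 0.19 and -0.086 at the sites of Fto, 1.1 (p = 0.12, authors' test) and 0.41 at those of Mettl3, 0.16 at that of Mettl14 and -0.44 (FDR = 0.00871) at that of Alkbh5. These values concern methylation of the mRNA, while the paper's comparison of FTO levels concerns the protein.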
